# Oncogenic Kras^G12D^ causes myeloproliferation via NLRP3 inflammasome activation

**DOI:** 10.1038/s41467-020-15497-1

**Published:** 2020-04-03

**Authors:** Shaima’a Hamarsheh, Lena Osswald, Benedikt S. Saller, Susanne Unger, Donatella De Feo, Janaki Manoja Vinnakota, Martina Konantz, Franziska M. Uhl, Heiko Becker, Michael Lübbert, Khalid Shoumariyeh, Christoph Schürch, Geoffroy Andrieux, Nils Venhoff, Annette Schmitt-Graeff, Sandra Duquesne, Dietmar Pfeifer, Matthew A. Cooper, Claudia Lengerke, Melanie Boerries, Justus Duyster, Charlotte M. Niemeyer, Miriam Erlacher, Bruce R. Blazar, Burkard Becher, Olaf Groß, Tilman Brummer, Robert Zeiser

**Keywords:** Targeted therapies, Bone marrow transplantation, NOD-like receptors, Myeloproliferative disease

## Abstract

Oncogenic *Ras* mutations occur in various leukemias. It was unclear if, besides the direct transforming effect via constant RAS/MEK/ERK signaling, an inflammation-related effect of KRAS contributes to the disease. Here, we identify a functional link between oncogenic *Kras*^*G12D*^ and NLRP3 inflammasome activation in murine and human cells. Mice expressing active *Kras*^*G12D*^ in the hematopoietic system developed myeloproliferation and cytopenia, which is reversed in *Kras*^*G12D*^ mice lacking NLRP3 in the hematopoietic system. Therapeutic IL-1-receptor blockade or NLRP3-inhibition reduces myeloproliferation and improves hematopoiesis. Mechanistically, Kras^G12D^-RAC1 activation induces reactive oxygen species (ROS) production causing NLRP3 inflammasome-activation. In agreement with our observations in mice, patient-derived myeloid leukemia cells exhibit KRAS/RAC1/ROS/NLRP3/IL-1β axis activity. Our findings indicate that oncogenic KRAS not only act via its canonical oncogenic driver function, but also enhances the activation of the pro-inflammatory RAC1/ROS/NLRP3/IL-1β axis. This paves the way for a therapeutic approach based on immune modulation via NLRP3 blockade in KRAS-mutant myeloid malignancies.

## Abstract (web summary)

Oncogenic *Ras* mutations are common drivers in myeloid leukemia. Here, the authors show in patient cells and in mice that oncogenic K-Ras activates NLRP3 inflammasome to drive myeloproliferation, which can be reversed by genetic or pharmacologic NLRP3 blockade.

## Introduction

Activating mutations of *NRAS* and *KRAS* genes were reported to occur in 18–32% of acute myeloid leukemia (AML)^1,2^, in 11–38% of chronic myelomonocytic leukemia (CMML)^3,4^ and in 25–35% of juvenile myelomonocytic leukemia (JMML) patients^5,6^. JMML is an aggressive myeloproliferative disease (MPD) of early childhood characterized clinically by the overproduction of myelomonocytic cells^7^. Other mutations found in this disease include mutations in the tumor suppressor gene *NF1*^8^, CBL and mutations in *PTPN11*^9^, which also activate the RAS/extracellular-signal-regulated kinase (ERK) signaling pathway^10^, reviewed in ref. ^11^. CMML is a clonal stem cell disorder associated with peripheral blood monocytosis, myeloid cell proliferation with myeloid cell dysplasia and ineffective hematopoiesis, and can transform to AML^12^.

Since the RAS/RAF/MEK/ERK cascade couples signals from cell surface receptors to transcription factors in non-malignant immune cells^13^, we hypothesized that in addition to the oncogenic signal, inflammatory mechanisms may drive the proliferation of myeloid cells and cause fever, wasting syndrome and failure to thrive, which is frequently observed in JMML, CMML and more rarely in AML patients. This hypothesis was also based on our previous work showing that signaling caused by FLT3-ITD and JAK2-V617F oncoproteins can affect the expression of the inflammation-related molecules IL-15^14^ and PD-L1^15^, respectively. In support of the concept that RAS/ERK signaling plays a role in inflammation, recent studies had shown that ERK1/2 phosphorylation is critical for allogeneic immune activation during graft-versus-host disease (GVHD)^16^ and MEK inhibition blocked these pro-inflammatory events^17^. A major inflammatory mediator in GVHD is the NLRP3 inflammasome^18^ and caspase-1, the effector protease of the NLRP3 inflammasome, which is essential for pro-IL-1β maturation^19^.

We found in microarray-based studies that NLRP3 expression was upregulated in murine hematopoietic bone marrow (BM) cells harboring active inducible *Kras*^*G12D*^ allele. In agreement with a functional role of NLRP3 in the myeloid compartment, *Kras*^*G12D*^ BM-derived dendritic cells (BMDCs) showed increased IL-1β production and caspase-1 activation compared to wildtype (WT) cells. While mice expressing active Kras^G12D^ selectively in the hematopoietic system developed cytopenia and myeloproliferation, these disease features were abrogated in *Kras*^*G12D*^ mice lacking NLRP3 in the hematopoietic system. The findings in the mouse models could be recapitulated in patient samples of JMML, CMML, and AML patients carrying activating KRAS mutations. This study shows that oncogenic *Kras*^*G12D*^ leads to activation of the RAC1/ROS/NLRP3/IL-1β axis, which could be the basis for therapeutic approaches.

## Results

### Oncogenic Kras^G12D^ causes NLRP3 inflammasome and caspase-1 activation

To understand whether oncogenic Kras^G12D^ activates inflammation-related pathways, we used a conditional mouse model (*Rosa26Cre-*ER^T2^; *LSL-Kras*^*G12D*^) in which Kras^G12D^ can be induced upon tamoxifen adminstration, leading to Cre mediated recombination from its endogenous locus (Supplementary Fig. S1A, B). 

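The cells on the arrays were bone marrow-derived dendritic cells (BMDCs), grown from the marrow of tamoxifen-treated mice in medium with GM-CSF (40 ng/ml), as the sample labels, the figure legends and the methods state. RNA from 4 WT littermates and 4 *Kras* G12D mice was hybridized, 1 mouse per array, to 8 Affymetrix Clariom S Mouse arrays, which read a single biotin-labelled sample each. Of 22139 probes tested, 2814 were higher and 2695 lower in *Kras* G12D than in WT BMDCs at an adjusted p under 0.05 from limma, which is 24.9% of the probes. A difference of at least 2-fold was reached by 267 of the higher and 437 of the lower probes. At the level of genes, with the brightest probe standing for each, 2539 were higher and 2452 lower. The 2 groups of arrays did not overlap at 28.1% of the probes, where chance gives 2.86%. Across the probes, which are not independent replicates, Pearson's r lay between 0.995 and 0.996 for pairs of WT arrays, between 0.991 and 0.994 for pairs of *Kras* G12D arrays and between 0.978 and 0.983 for pairs of 1 WT and 1 *Kras* G12D array. Limma with Benjamini-Hochberg adjustment is also the test that the methods name for the arrays. The methods' t-test, which they name for the statistics in general, gave 3873 higher and 3589 lower probes at an unadjusted p under 0.05, and 2450 and 2325 after Benjamini-Hochberg adjustment.

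The values used are those the authors deposited, on the log2 scale, normalized between arrays and summarised to transcript clusters. The submitters' processing notes name oligo and RMA, whereas the methods name Single-Channel Array Normalization with pd.clariom.s.mouse. The axis of Supplementary Fig. S1C also reads RMA, and its source values for *Casp1*, *Gsdmd*, *Aim2* and *Nlrp1* match the deposited ones. This points to RMA, and nothing else in the files settles which gave the values. The medians of the arrays lay between 6.09 and 6.15. From there, 64 probes of unmapped transcripts were left out of the 22203, no filter on dim probes was applied, and the difference between the 2 groups was fitted with lmFit and eBayes and adjusted after Benjamini and Hochberg. A single gene symbol could be assigned to 19527 probes, none had several, and 2612 were unnamed here, among them the probe of *Kras* itself, for which no value can be given. Of 33 genes with several probes, 3 had probes whose calls differed. The number of arrays limits the precision. The 29 gene lists, the main tests on the probes and on these lists and the rule for the genes named were fixed before the data were examined. Tests added after results had been seen are marked as such in the closing sections. The labels and the methods differ in the RNA kit (miRNeasy against RNeasy), the second feeding day, the day of harvest (7 against 7 or 8) and the age of the mice (8 to 12 against 8 to 16 weeks). By the labels, all mice were sacrificed 5 weeks after tamoxifen, and the genotype reads Cre- Kras+ for the WT littermates and Cre+ Kras+ for the *Kras* G12D mice. Cre-ER T2 thus differed between the groups together with the recombined *Kras* allele, and the labels do not say whether Kras+ stands for the unrecombined allele in the littermates.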

We studied, by microarray-based analysis, BM isolated from *Rosa26*Cre-ER^T2^; *LSL-Kras*^*G12D*^ mice or littermate controls after induction of Kras^G12D^ with tamoxifen. Clustering according to genes with the annotation “inflammation” divided WT versus *Kras*^*G12D*^ BM into two groups (Fig. 1a). 

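Most of the inflammation-related genes that Fig. 1a shows had higher transcript levels in *Kras* G12D BMDCs, with the largest measured rises for *Ccl7*, *Il6*, *Ptger2* and *Inhba*. Of its 47 genes, 43 have a named probe, and 40 of these were higher, 14 of them at least 2-fold. No gene of the panel was lower, by limma, at an unadjusted p under 0.05 or by the methods' t-test. *Ccl7*, a chemoattractant of monocytes, rose from 7.49 ± 0.17 to 10.30 ± 0.13 (log2, mean ± SD, n = 4 arrays each), a log2 fold change of 2.82 (standard error 0.11, adjusted p = 2.7e-08 from limma). *Il6* rose by 2.42, *Ptger2*, a receptor of prostaglandin E2, by 1.86 and *Inhba*, which encodes the subunit of activin A, by 1.84. Smaller rises were measured for *Myc* (0.58), *Csf1* (0.37) and *Cdkn1a* (0.34). Adjusted p values above the threshold were obtained for *Slc31a1* (log2 fold change 0.22, adjusted p = 0.0542), *Bdkrb1* (0.22, adjusted p = 0.0846) and *Nod2* (0.16, adjusted p = 0.148). *Slc31a1* passed the threshold after quantile normalization or median centring, with dim probes out and with an intensity trend. It also did so by the methods' t-test and without KrasG12D replicate 2 (0.26). *Bdkrb1* passed with the Y-linked transcripts, whose signals lay near background, as a covariate, and *Nod2* by the methods' t-test. By the methods' t-test with adjustment, the calls of *Cd55* and *Slc28a2* were lost. Leaving out 1 array in turn left 34 to 38 of the 43 genes higher, and each array cost the call of at least 2 of the genes *Acvr1b*, *C3ar1*, *Hbegf*, *Klf6*, *Tnfrsf1b* (log2 fold changes then 0.21 to 0.33) and *Slc28a2* (0.50 to 0.61). On the 6 arrays that share a replicate number, 33 were higher with the number in the model and 34 without. By the methods' t-test at an unadjusted p under 0.05, all 43 genes were higher. Fig. 1a shows genes with the annotation inflammation, and how these were chosen among all such genes is not stated. Their count is therefore not taken as independent evidence of their direction.

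A wider list of inflammatory response genes, written from knowledge of the Hallmark set and holding all genes of Fig. 1a, moved both ways. Of its 184 measured members, 44 were higher, 49 were lower and 91 did not pass the test (46 higher and 51 lower when adjusted over the list alone). Its median log2 fold change was -0.01, its mean was 0.01, and camera gave an adjusted p of 0.702 (adjusted p = 0.839 with an estimated correlation). Among the 141 members that Fig. 1a does not show, 49 were lower, among them the chemokine *Ccl22* (-1.69) and the scavenger receptor *Marco* (-1.57). The 4 higher ones, named after their values were seen, were *Osm* (1.40), *Ccl2* (1.26), *Itgb3* (0.46) and *Selenos* (0.35). On the same arrays, the median log2 fold change of 16 conventional DC markers was -0.57.

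Hierarchical clustering of the arrays on the 184 genes put WT and *Kras* G12D BMDCs on separate first branches (exact permutation test on the distances between and within groups, one-sided, p = 0.0286, the smallest that the 35 splits allow). The same first branches were obtained with the 141 genes outside Fig. 1a, with all 22139 probes, and with 100 of 100 random lists of 184 probes of matched levels.

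**Figure D1:**
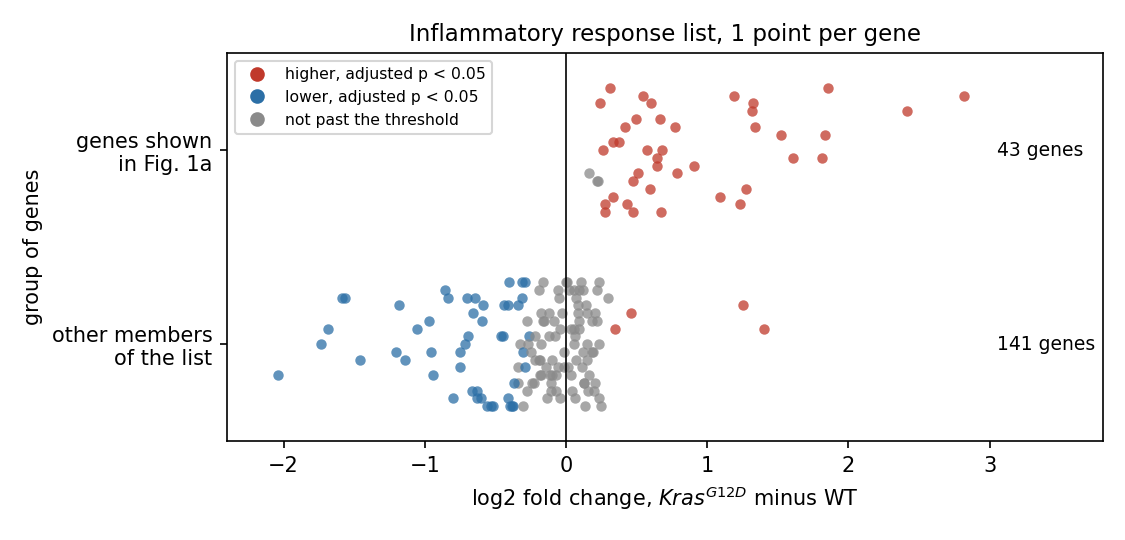
Log2 fold change (*Kras* G12D minus WT, x axis) of each measured gene of the inflammatory response list, split into the genes shown in Fig. 1a and the other members (y axis). Each point is 1 gene, red or blue where the adjusted p from limma was under 0.05 and grey otherwise; 40 of 43 genes in the upper group are red, and 49 of 141 in the lower group are blue.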

Within the *Kras*^*G12D*^ BM, the *Nlrp3* gene was highly significant upregulated (Fig. 1a, red arrow), and a selective clustering of the gene set inflammasome from Reactome showed upregulation of multiple NLRP3 inflammasome related genes (Fig. 1b). In contrast to the NLRP3 inflammasome genes  *Nlrp3* and *Pycard* (Fig. 1b, red arrow), other inflammasome genes including *Casp1*, *GSDMD*, *Aim2*, *Nlrp1,* and *Nlrc4* were not upregulated in the *Kras*^*G12D*^ BM (Supplementary Fig. S1C). 

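*Nlrp3*, the sensor of the inflammasome, rose 2.28-fold in *Kras* G12D BMDCs, from 8.99 ± 0.13 to 10.18 ± 0.10 (log2, mean ± SD, n = 4 arrays each). The log2 fold change was 1.19 (standard error 0.09, adjusted p = 3.4e-06 from limma), and every *Kras* G12D array lay above every WT array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 arrays allow). Of the 7 genes of Fig. 1b, 6 were higher and none was lower, by limma, at an unadjusted p under 0.05 or by the methods' t-test. After *Nlrp3*, the largest rises among them were those of *Bcl2l1*, an inhibitor of apoptosis (0.70), *Pstpip1*, a binding partner of pyrin (0.65), and *Txnip*, a thioredoxin-binding protein (0.60). *App* rose by 0.40 and *Bcl2* by 0.22 (standard error 0.07, adjusted p = 0.0484). The call of *Bcl2* was lost under robust estimation, with array weights and whenever 1 array other than KrasG12D replicate 4 was left out (log2 fold change 0.21 to 0.24). The paper picked the 7 genes as upregulated on these arrays, so their count is not independent evidence.

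The inflammasome list, written from knowledge of the Reactome set, has 20 measured members. Of these, 7 were higher, 6 were lower and 7 did not pass the test (7 higher and 7 lower when adjusted over the list alone), and camera gave an adjusted p of 0.740 (adjusted p = 0.756 with an estimated correlation). Outside Fig. 1b, 1 of 13 members was higher, the heme oxygenase gene *Hmox1* (0.35, named after its value was seen). The 13 include *Casp1*, *Aim2*, *Nlrc4* and the *Nlrp1* genes, which the paper itself reports as not upregulated. The count among the 13 is therefore not independent of the paper's own statement. The 6 lower members were *Nlrp1a*, *Nlrp1b*, *Nlrc4*, the NF-κB subunit gene *Nfkb2* (-1.14), and the genes of the ATP-gated channel P2X7, *P2rx7* (-0.70), and of pannexin, *Panx1* (-0.49), the last 2 named after their values were seen. The median log2 fold change of 19 neutrophil markers on the same arrays was -0.39. From the clustering of the Reactome set, the paper states that multiple genes related to the NLRP3 inflammasome were upregulated.

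**Figure D2:**
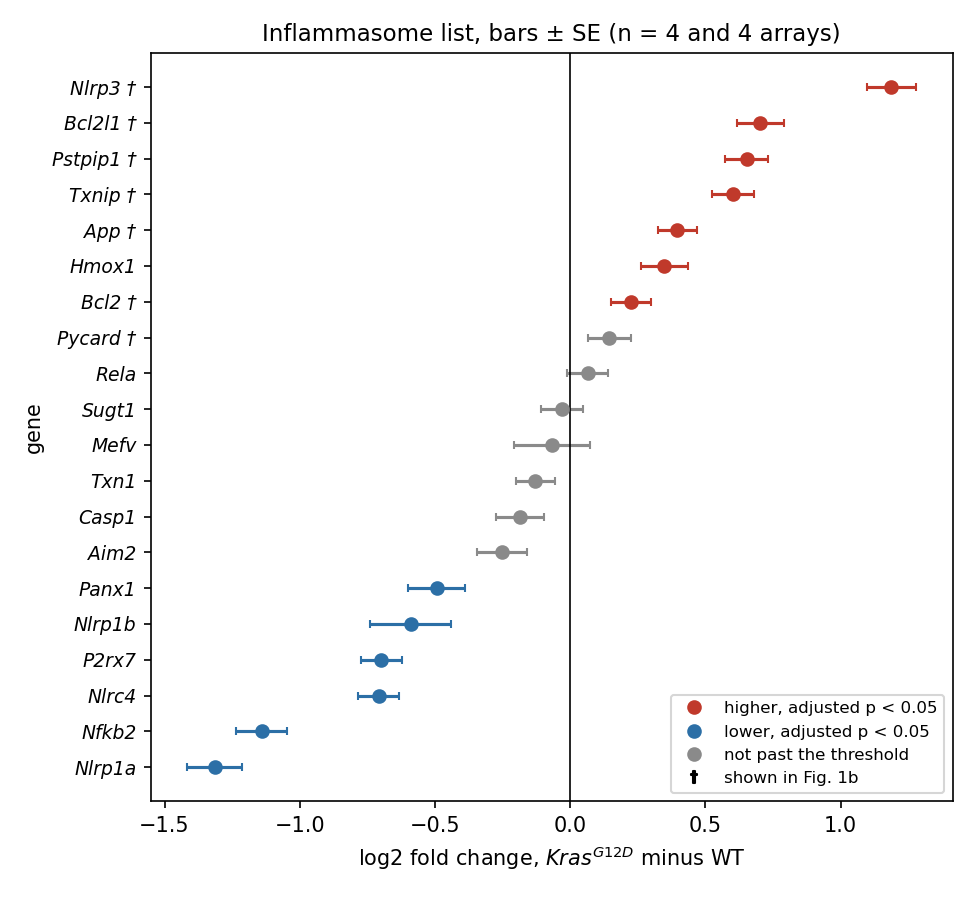
Log2 fold change (*Kras* G12D minus WT, x axis) of the 20 measured genes of the inflammasome list (y axis), with bars of 1 standard error from limma (n = 4 arrays per group). Red and blue points passed an adjusted p under 0.05, and daggers mark the 7 genes of Fig. 1b; 6 of these are red, and *Nlrp3* lies farthest to the right at 1.19.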

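None of the genes *Casp1*, *Gsdmd*, *Aim2*, *Nlrp1a*, *Nlrp1b* and *Nlrc4* was higher in *Kras* G12D BMDCs, by limma, at an unadjusted p under 0.05 or by the methods' t-test, and 3 of the 6 were lower. *Nlrp1a*, a sensor of the NLRP1 group, fell by 1.31 on the log2 scale (standard error 0.10, adjusted p = 3.4e-06 from limma), which is 2.49-fold. *Nlrc4*, the adaptor of the NAIP sensors of flagellin, fell by 0.71 (standard error 0.08, adjusted p = 4.2e-05) and *Nlrp1b* fell by 0.59 (standard error 0.15, adjusted p = 0.0142). The log2 fold change of *Casp1*, the caspase that cleaves pro-IL-1β, was -0.19 (standard error 0.09, adjusted p = 0.155). That of *Gsdmd*, the pore-forming target of caspase-1, was -0.20 (standard error 0.09, adjusted p = 0.116), and that of *Aim2*, a sensor of cytosolic DNA, was -0.25 (standard error 0.09, adjusted p = 0.0689). *Pycard*, which encodes the adaptor ASC, was measured at 9.70 ± 0.10 in WT and 9.85 ± 0.04 in *Kras* G12D BMDCs (log2, mean ± SD, n = 4 arrays each), with overlapping arrays and a log2 fold change of 0.14 (standard error 0.08, adjusted p = 0.218). Of a list of 20 measured genes of other inflammasome sensors and pyroptosis, 3 were higher and 5 lower (5 and 7 when adjusted over the list alone), with an adjusted p of 0.364 from camera (adjusted p = 0.498 with an estimated correlation). The higher ones were *Gsdme* (0.84), *Naip2* (0.57) and *Ninj1* (0.29), the last 2 named after their values were seen.

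*Aim2* passed the threshold as lower after quantile normalization, with dim probes out, with an intensity trend and without KrasG12D replicate 1 (-0.32), and *Gsdmd* with probes below the median out and with an intensity trend. The call of *Nlrp1b* was lost by the methods' t-test with adjustment. Without adjustment, 5 of the 6 genes were lower by limma and 6 by the methods' t-test.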

To test for activity of the NLRP3 inflammasome in *Kras*^*G12D*^ BM, we quantified caspase-1 auto-maturation in unprimed cells. In agreement with increased *Nlrp3* gene expression, highly enriched *Kras*^*G12D*^ BMDCs (Supplementary Fig. S1D) showed increased caspase-1 cleavage (p20 subunit detectable) compared to WT cells (Fig. 1c, d), as well as increased IL-1β cleavage (p17 detectable) (Fig. 1e, f), suggesting stronger inflammasome activation. Active caspase-1 mediates pro-IL-1β maturation into its bioactive form. IL-1β RNA transcription is initiated by TLR4/MyD88 signaling which can be induced by LPS^20^. Consistently, we observed increased amounts of IL-1β when *Kras*^*G12D*^ BMDCs were stimulated with lipopolysaccharide/adenosine-5′-triphosphate (LPS/ATP) compared to WT BMDCs (Fig. 1g, h). The IL-1β increase was not seen in the absence of LPS stimulation, which is in agreement with the requirement for TLR4/MyD88/TRIFF signaling for pro-IL-1β RNA transcription.

**Fig. 1:**
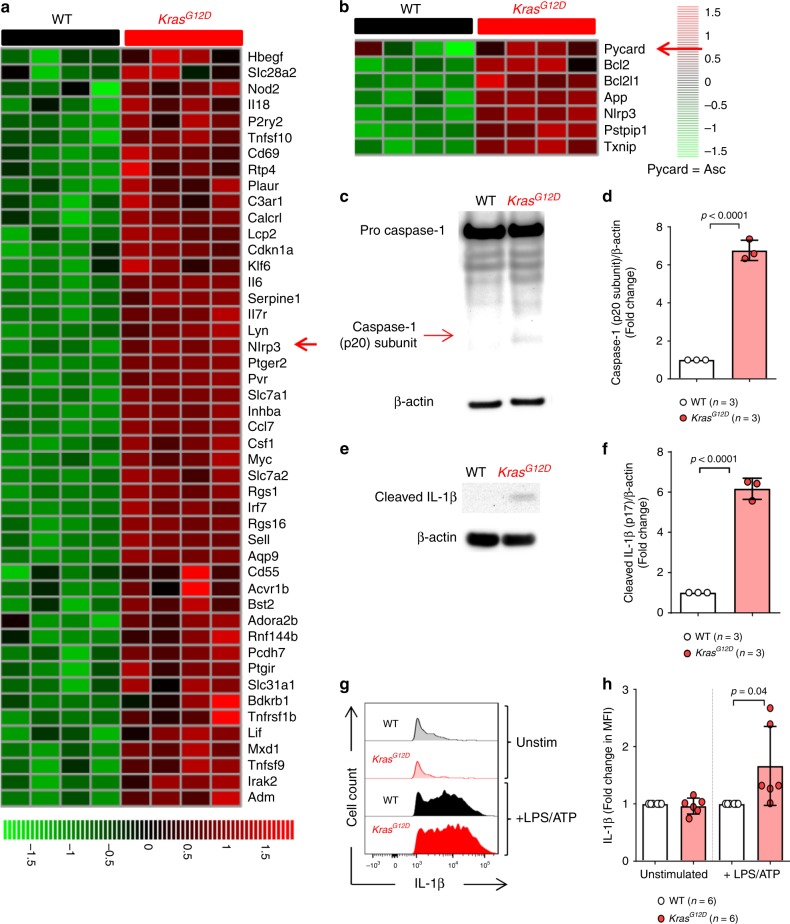
Oncogenic Kras^G12D^ leads to NLRP3 inflammasome activation in murine BM cells. **a** The heatmap represents the expression of inflammation-related genes in bone marrow-derived dendritic cells (BMDCs) isolated from either WT (*n* = 4) or *Kras*^*G12D*^ (*n* = 4) mice following treatment by tamoxifen. Color code represents the Z-score log2 intensity. **b** The heatmap represents the expression of inflammasomes upregulated genes from the Reactome gene set “inflammasome” in BMDCs isolated from either WT (*n* = 4) or *Kras*^*G12D*^ (*n* = 4) mice following treatment by tamoxifen. Color code represents the Z-score log2 intensity. **c** Western blot shows the amount of caspase-1 (p20 subunit) in WT or *Kras*^*G12D*^ BMDCs. The blot is representative for three independent experiments. **d** The ratio of caspase-1 (p20 subunit)/β-actin in WT (*n* = 3) or *Kras*^*G12D*^ (*n* = 3) BMDCs normalized to the WT. **e** Western blot shows the amount of cleaved IL-1β (p17) in WT or *Kras*^*G12D*^ BMDCs. The blot is representative for three independent experiments. **f** The ratio of cleaved IL-1β (p17)/ β-actin in WT (*n* = 3) or *Kras*^*G12D*^ (*n* = 3) BMDCs normalized to the WT. **g** The histogram shows mean fluorescence intensity (MFI) for IL-1β in WT or *Kras*^*G12D*^ BMDCs. One representative experiment from four experiments with a comparable pattern is shown. **h** The graph displays the fold change of IL-1β expression as measured by flow cytometry in WT (*n* = 6) or *Kras*^*G12D*^ (*n* = 6) BMDCs, normalized to the WT in both stimulation conditions. Pooled data of six biological replicates per group is shown. All data are shown as mean ± SEM.

### NLRP3 deficiency reverses Kras^G12D^-induced cytopenia

To investigate a functional role of the NLRP3 inflammasome for the effects induced by oncogenic Kras^G12D^, we next generated mice with Kras^G12D^ activation and NLRP3 deficiency by crossing *Rosa26*Cre-ER^T2^; *LSL-Kras*^*G12D*^ mice onto a NLRP3-deficient background (*Nlrp3*^−/−^). The strain was termed *Rosa26*Cre-ER^T2^; *LSL-Kras*^*G12D*^; *Nlrp3*^−/−^ mice (*Kras*^*G12D*^; *Nlrp3*^−/−^). To avoid a possible indirect effect of active *Kras* in non-hematopoietic cells, we generated BM chimera that had either WT or *Kras*^*G12D*^ or *Kras*^*G12D*^ and *Nlrp3*^−/−^ in the hematopoietic compartment (Fig. 2a). Mice with *Kras*^*G12D*^ expression in hematopoietic system were termed *Kras*^*G12D*^ BM mice and mice with *Kras*^*G12D*^ and *Nlrp3*^−/−^ in the hematopoietic system were termed *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. We found that the frequency of CD45 positive cells was equal in all three groups and we could show that the myeloablative conditioning followed by the BM transfer led to full engraftment (Supplementary Fig. S1E, F). We then administered tamoxifen to recipient mice to induce oncogenic Kras^G12D^ and later analyzed the phenotype in the peripheral blood (PB), BM and spleen. We observed an increase in lactate dehydrogenase (LDH) release in KrasG12D BM compared to WT BM, while there was no difference in LDH release in KrasG12D BM compared to KrasG12D; Nlrp3^−/−^ BM (Supplementary Fig. S1G). *Kras*^*G12D*^ BM mice developed anemia (decreased hemoglobin concentration and hematocrit) and an increase of reticulocytes (immature red blood cells) that were identified based on their higher size compared to mature erythrocytes and the scattered reticulum network in the cytoplasm which is visible as a blue granular precipitate^21^ (Fig. 2b–e). This phenotype was not seen in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 2b–e). In addition, *Kras*^*G12D*^ BM mice developed low platelet counts and giant platelets were found in the peripheral blood and were not seen in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 2f–h).

**Fig. 2:**
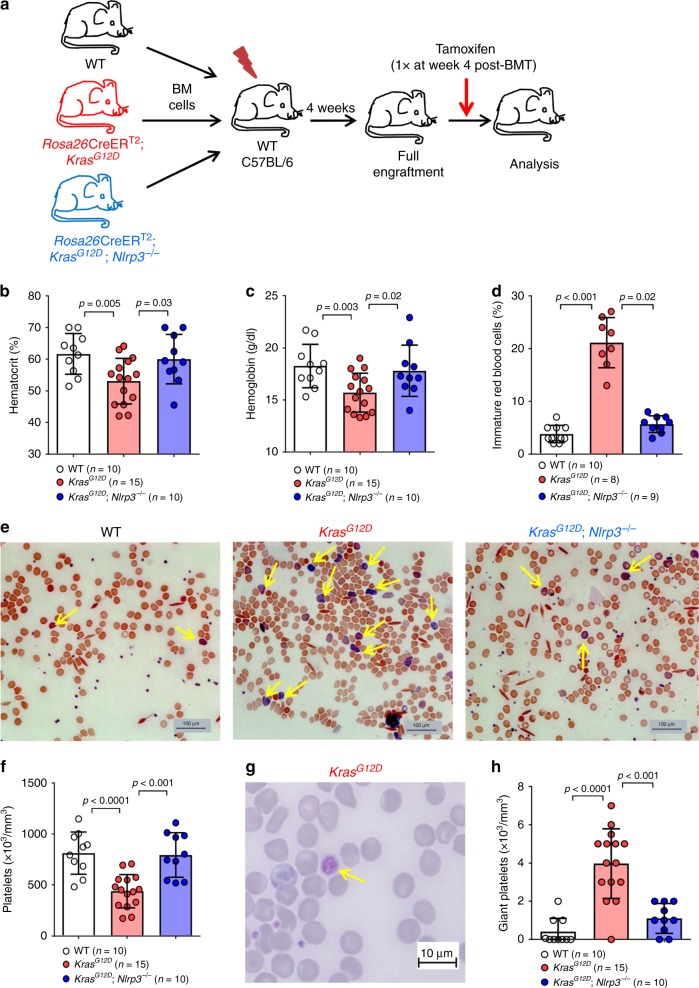
Absence of NLRP3 reverses the effects of *Kras*^*G12D*^ in peripheral blood. **a** Schematic diagram summarizing the experimental plan for generating BM chimeras that have WT BM, *Kras*^*G12D*^ BM or *Kras*^*G12D*^; *Nlrp3*^−/−^ BM. **b** The percentage of hematocrit in PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. **c** The concentrations of hemoglobin in PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. **d** The percentage of immature red blood cells observed in PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 8) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 9) BM mice. **e** Representative PB smears images showing the increase in immature blood cells (marked with yellow arrows) in *Kras*^*G12D*^ BM mice, as compared to WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Scale bar, 100 µm). The images are representative for three independent experiments. **f** Platelet counts in the PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice are shown. **g** Representative PB smear image showing the enlarged size of platelets in *Kras*^*G12D*^ BM mice (Scale bar, 10 µm). **h** The number of giant platelets counted in PB smears of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. All data are shown as mean ± SEM.

### NLRP3 absence counteracts Kras^G12D^ induced myeloproliferation

We then analyzed the leukocytes in more detail and found increased frequencies of myeloid CD11b^+^ cells in the PB of *Kras*^*G12D*^ BM mice which were not seen in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 3a, b). Neutrophil granulocytes with a dysplastic phenotype and blasts were more frequent in *Kras*^*G12D*^ BM mice compared to WT or *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 3c–f). Dysplasia was identified via the presence or absence of hyperlobation of the nucleus of neutrophils. Next, we asked whether NLRP3 deficiency would also influence other *Kras*^*G12D*^ mediated effects. We found increased amounts of blasts and promonocytes in the BM of *Kras*^*G12D*^ BM mice compared to WT or *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 3g). The number of blasts in the PB was increased in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice compared to WT mice (Fig. 3g). When analyzing the BM morphology, *Kras*^*G12D*^ BM mice exhibited hypercellularity with reduced lipid-rich adipose cells and clusters of immature granulocytic cells (Fig. 3h, i).

**Fig. 3:**
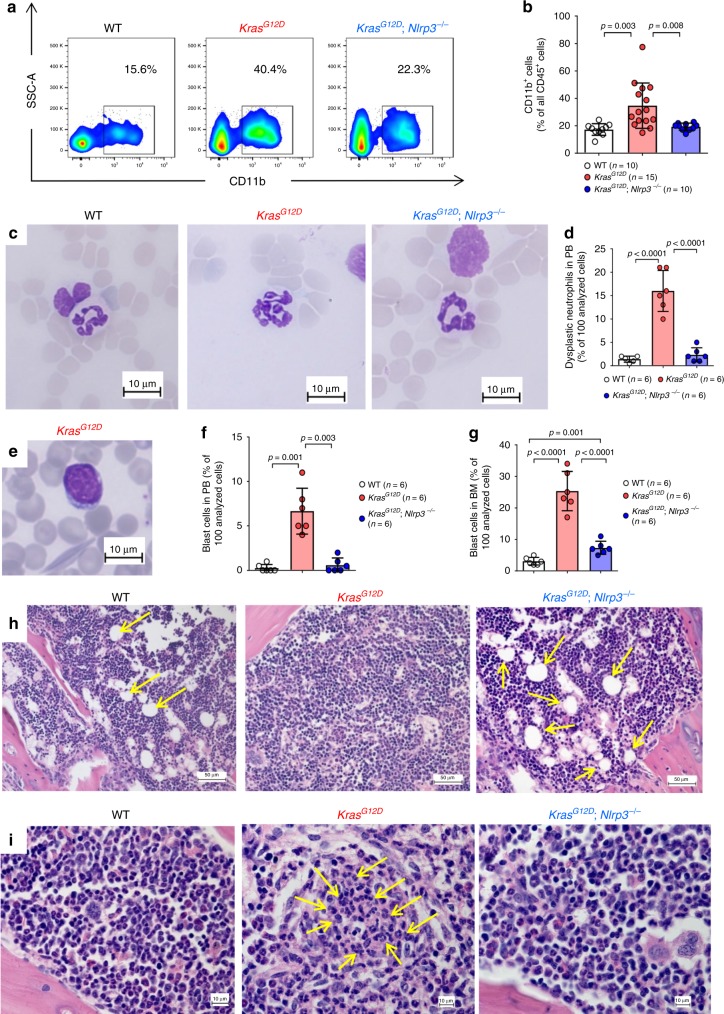
NLRP3 deficiency reverses myeloproliferation observed in *Kras*^*G12D*^ mice. **a** The plot shows the percentage of CD11b^+^ cells in PB of WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. One representative experiment from three experiments is shown. **b** The percentage of CD11b^+^ in PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice is shown. **c** Representative PB smears images of WT, *Kras*^*G12D*^ and Kras^G12D^; *Nlrp3*^−/−^ BM mice showing neutrophil granulocytes with a dysplastic phenotype in *Kras*^*G12D*^ BM mice which is absent in WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Scale bar, 10 µm).. Dysplasia diagnosis was based on hyperlobation of the nucleus. **d** The number of dysplastic neutrophils counted in PB isolated from WT (*n* = 6), *Kras*^*G12D*^ (*n* = 6) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 6) BM mice is shown. The counts represent percentage of 100 analyzed cells. **e** Representative PB smears image of a *Kras*^*G12D*^ mouse showing a blast which is absent in WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Scale bar, 10 µm). The image is representative for three independent experiments. **f** The number of blast cells counted in PB isolated from WT (*n* = 6), *Kras*^*G12D*^ (*n* = 6) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 6) BM mice. The counts represent percentage of 100 analyzed cells. **g** The number of blast cells counted in BM isolated from WT (*n* = 6), *Kras*^*G12D*^ (*n* = 6) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 6) BM mice. The counts represent percentage of 100 analyzed cells. **h**, **i** Representative H&E stained BM images of WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice showing (**h**) hypercellular BM with reduced fat vacuoles (marked with yellow arrows) (Scale bar, 50 µm). and (**i**) clusters of immature neutrophils (marked with yellow arrows) in *Kras*^*G12D*^ BM mice compared to normal BM phenotype observed in WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Scale bar, 10 µm). The images are representative for three independent experiments. All data are shown as mean ± SEM.

Moreover, *Kras*^*G12D*^ BM mice developed splenomegaly, which was not seen in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 4a, b). In agreement with this finding, splenomegaly is a disease feature of JMML driven by *KRAS* activation^22^. In contrast to the spleen, organs that do not belong to the hematopoietic/lymphatic system (e.g. kidney, heart) were not enlarged indicating that the effect of *KRAS* activation was restricted to the hematopoietic/lymphatic system. Also, the splenic architecture comprising white pulp lymphoid follicles with germinal centers and marginal zone areas in WT mice was disrupted in *Kras*^*G12D*^ BM mice but not in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 4c, d). We found abnormal infiltrates of myeloid progenitor cells in the spleens of *Kras*^*G12D*^ BM mice but not in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 4e). Moreover, myeloid CD11b^+^ cells were increased in the spleens of *Kras*^*G12D*^ BM mice but not in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 4f). Consistent with these findings in the spleen and BM, we observed higher numbers of granulocytes in the PB of *Kras*^*G12D*^ BM mice but not in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Fig. 4g). Conversely, the percentages of T cells of all CD45^+^ cells were decreased in *Kras*^*G12D*^ BM mice (Fig. 4h, i).

**Fig. 4:**
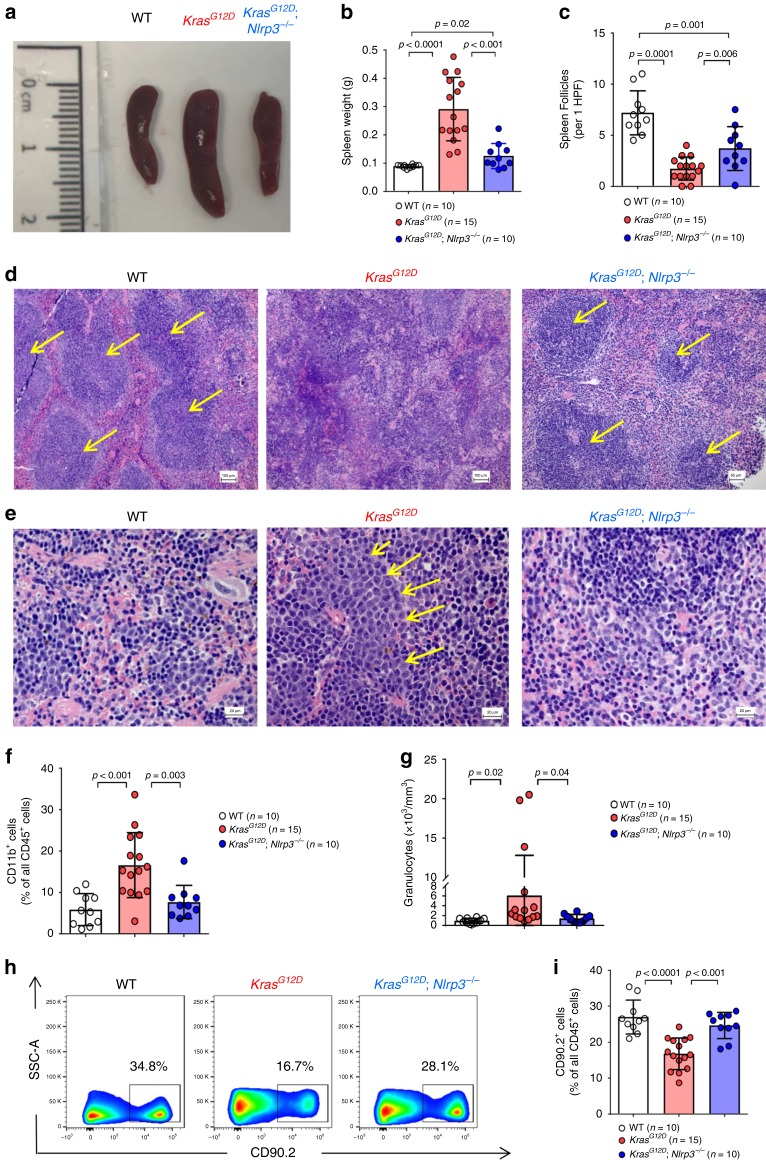
Kras^G12D^ induces splenomegaly which is reversed in *Kras*^*G12D*^; *Nlrp3*^*−/−*^ BM mice. **a** Representative image displaying spleen sizes of WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice at the end of the experiment. **b** Measurements of spleen weight of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. **c** The number of spleen follicles counted in spleens isolated from WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice, per 1 high power field (HPF). **d**, **e** Photomicrographs of H&E stained splenic tissue sections of WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice showing (**d**) disrupted splenic architecture in *Kras*^*G12D*^ (Scale bar, 100 µm) compared to WT (Scale bar, 100 µm) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (Scale bar, 50 µm) BM mice which show typical normal follicles (marked with yellow arrows) with preserved mantle zones. (**e**) Abnormal infiltrates of myeloid progenitor cells predominantly in the splenic red pulp of *Kras*^*G12D*^ but not in *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice (Scale bar, 20 µm). **d** The yellow arrows indicate spleen follicles. **e** The yellow arrows indicate myeloid progenitor cells. **f** The percentage of CD11b^+^ cells in spleens of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. **g** Shown is the abundance of granulocytes in PB of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15), and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. **h** The plot shows the percentage of CD90.2^+^ in spleens of WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. One representative experiment from three experiments is shown. (**i**) The percentage of CD90.2^+^ in spleens of WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15), and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice. All data are shown as mean ± SEM.

To clarify whether the NLRP3 inflammasome was active in myeloid cells of *Kras*^*G12D*^ BM mice, we studied cleaved caspase-1 and cleaved IL-1β (p17 detectable) concentrations in BMDCs (enrichment purity: Supplementary Fig. S2A). In agreement with increased NLRP3 inflammasome activation, *Kras*^*G12D*^ BMDCs led to increased cleaved caspase-1 (Fig. 5a, b), increased cleaved IL-1β (p17 detectable) in cell lysates (Fig. 5c, d) and in cell-free supernatants (Supplementary Fig. S2B), compared to WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BMDCs. Additionally, we observed increased amounts of IL-1β in *Kras*^*G12D*^ BMDCs compared to WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BMDCs (Fig. 5e, f, Supplementary Fig. S2C), following stimulation. The differences observed between WT and *Kras*^*G12D*^; *Nlrp3*^−/−^ BMDCs indicate that *KRAS* does not exclusively cause the phenotype by IL-1β release, but also by a direct pro-proliferative effect. The IL-1β increase was not seen in the absence of LPS stimulation, which is in agreement with the need for TLR4/MyD88/TRIFF signaling for IL-1β RNA transcription.

**Fig. 5:**
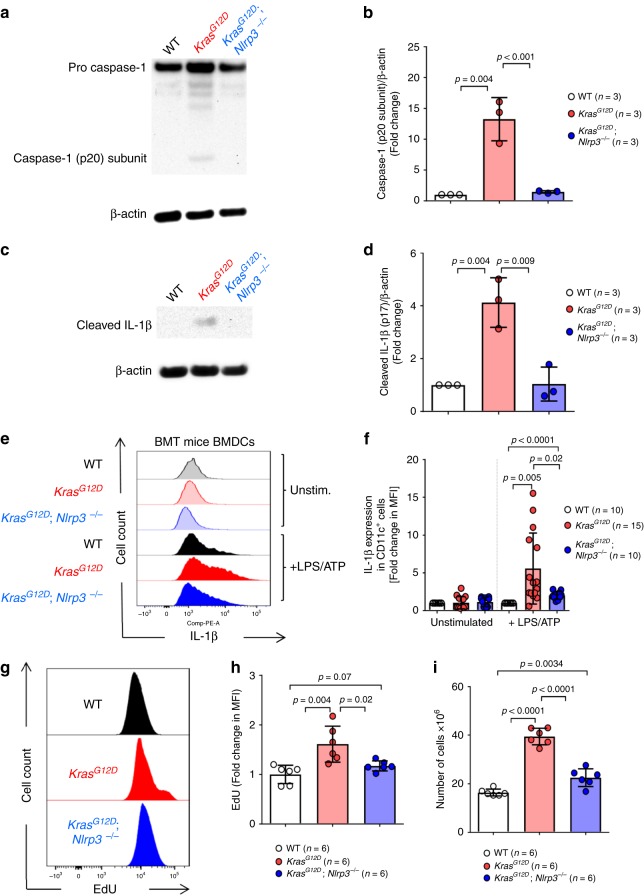
Increased NLRP3 inflammasome activation by Kras^G12D^ is reversed the absence of NLRP3. **a** Western blot shows the amount of caspase-1 (p20 subunit) in BMDCs generated from WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. The blot is representative for three independent experiments. **b** The ratio of caspase-1 (p20 subunit)/β-actin in BMDCs generated from WT (*n* = 3), *Kras*^*G12D*^ (*n* = 3), and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 3) BM mice, normalized to WT. **c** Western blot shows the amount of cleaved IL-1β (p17) in BMDCs generated from WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. The blot is representative for three independent experiments. **d** The ratio of cleaved IL-1β (p17)/β-actin in BMDCs generated from WT (*n* = 3), *Kras*^*G12D*^ (*n* = 3) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 3) BM mice, normalized to WT. **e** The histogram shows mean fluorescence intensity (MFI) for IL-1β in BMDCs generated from WT, *Kras*^*G12D*^ and *Kras*^*G12D*^; *Nlrp3*^−/−^ BM mice. One representative experiment from three experiments is shown. **f** The graph displays the fold change of IL-1β expression as measured by flow cytometry in BMDCs generated from WT (*n* = 10), *Kras*^*G12D*^ (*n* = 15) and *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 10) BM mice, normalized to the WT in both stimulation conditions. **g** The histogram shows mean fluorescence intensity (MFI) for EdU in BMDCs generated from WT, *Kras*^*G12D*^ or *Kras*^*G12D*^; *Nlrp3*^−/−^ mice. One representative experiment from two experiments is shown. **h** The graph displays the fold change of cell proliferation measured by EdU incorporation in BMDCs generated from WT (*n* = 6), *Kras*^*G12D*^ (*n* = 6), or *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 6) mice, normalized to the WT. **i** The graph displays the number of cells counted following BMDCs generation using isolated BM from WT (*n* = 6), *Kras*^*G12D*^ (*n* = 6), or *Kras*^*G12D*^; *Nlrp3*^−/−^ (*n* = 6) mice. All data are shown as mean ± SEM.

To evaluate whether the connection between oncogenic Kras^G12D^ and NLRP3 is cell-autonomous, we analyzed if the myeloproliferation caused by the KRAS/NLRP3 axis in vivo would also be active in vitro in the absence of a microenvironment. We observed that proliferation of myeloid cells in vitro was higher when the cells were derived from *Kras*^*G12D*^ mice compared to WT mice (Fig. 5g–i). We also found that proliferation in BMDCs generated from *Kras*^*G12D*^ was higher compared to BMDCs generated from *Kras*^*G12D*^; *Nlrp3*^−/−^ mice indicating that NLRP3 deficiency reverses the Kras-induced phenotype (Fig. 5i). However, proliferation in BMDCs generated from *Kras*^*G12D*^; *Nlrp3*^−/−^ mice was higher compared to BMDCs generated from WT mice (Fig. 5i). These findings support the concept that the connection between oncogenic Kras^G12D^ and NLRP3 is partly cell-autonomous and partly via impacting the microenvironment. An immunosuppressive, pro-tumorigenic role of IL-1β in the tumor microenvironment has been reported before^23^.

### NLRP3 inhibition reverses myeloproliferation by *Kras*^*G12D*^

To study the functional role of the NLRP3/IL-1β axis, we treated *Kras*^*G12D*^ BM mice with the IL-1 receptor type 1 antagonist Anakinra (recombinant IL-1RA) or the NLRP3 inhibitor MCC950 for 4 weeks, starting 3 weeks post-tamoxifen when the disease was established until the day before analysis. We observed increased hematocrit and hemoglobin concentrations in *Kras*^*G12D*^ BM mice treated with Anakinra or MCC950 (Fig. 6a, b), compared to *Kras*^*G12D*^ BM mice treated with vehicle. In addition, there was a decrease in the percentage of immature red blood cells in PB of Anakinra-treated *Kras*^*G12D*^ BM mice, compared to vehicle-treated *Kras*^*G12D*^ BM mice (Fig. 6c). Platelet counts increased in *Kras*^*G12D*^ BM mice treated with Anakinra or MCC950 (Fig. 6d). Moreover, Anakinra or MCC950 treatment could reverse the spleen and BM phenotype in *Kras*^*G12D*^ recipient mice (Fig. 6e, f). Consistent with a reduced KRAS/NLRP3/IL-1β axis, we observed decreased amounts of IL-1β in BMDCs (enrichment purity: Supplementary Fig. S2D) generated from Anakinra-treated or MCC950-treated *Kras*^*G12D*^ BM mice compared to vehicle-treated *Kras*^*G12D*^ BM mice (Fig. 6g, h). Importantly the inhibitor treatment did not lead to a depletion of a certain cell type (Fig. 6i, Supplementary Fig. S3A, B) but only to a mild reduction of mature neutrophils that did not reach significance (Fig. 6j). These findings indicate that NLRP3 and IL-1R are therapeutic targets to interfere with *KRAS*-driven myeloproliferation.

**Fig. 6:**
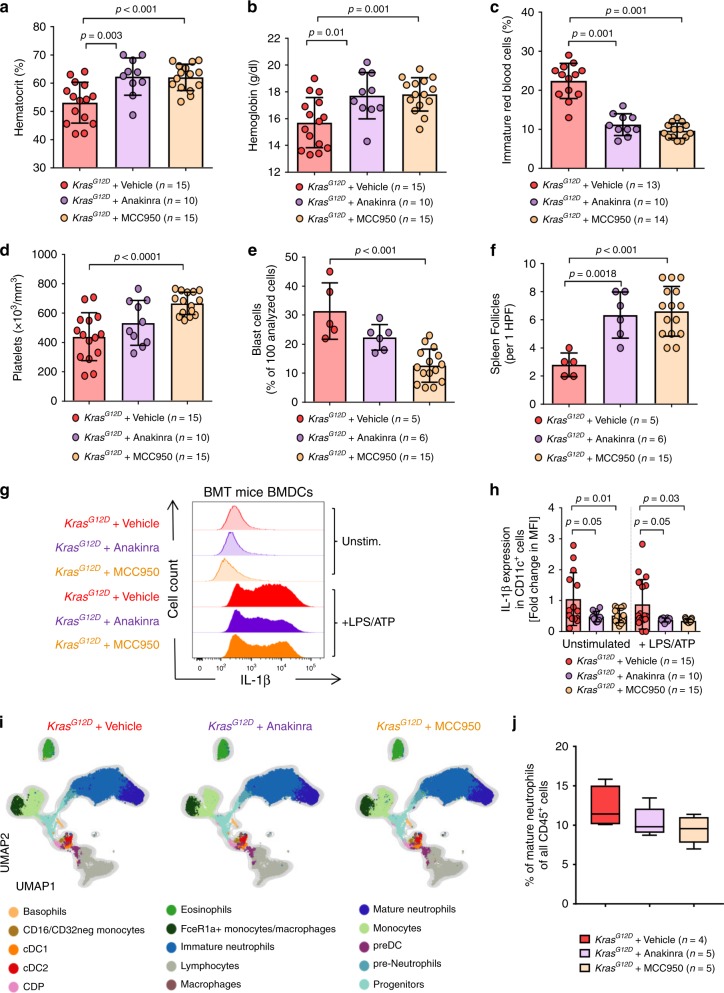
IL-1R- or NLRP3- inhibition in *Kras*^*G12D*^ mice leads to reduced myeloproliferation. **a** The percentage of hematocrit in PB of vehicle-treated *Kras*^*G12D*^ (*n* = 15), Anakinra-treated *Kras*^*G12D*^ (*n* = 10) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice. Both Anakinra and NLRP3 inhibitor (MCC950) treatment started 3 weeks post-tamoxifen and ended a day before sacrificing the mice (treatment was in total for 4 weeks). **b** The concentrations of hemoglobin in PB of vehicle-treated *Kras*^*G12D*^ (*n* = 15), Anakinra-treated *Kras*^*G12D*^ (*n* = 10) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice. **c** The percentage of immature red blood cells observed in PB of vehicle-treated *Kras*^*G12D*^ (*n* = 15), Anakinra-treated *Kras*^*G12D*^ (*n* = 10) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice. **d** Shown are the number of platelets in PB of vehicle-treated *Kras*^*G12D*^ (*n* = 15), Anakinra-treated *Kras*^*G12D*^ (*n* = 10) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice. **e** The number of blast cells counted in BM isolated from vehicle-treated *Kras*^*G12D*^ (*n* = 5), Anakinra-treated *Kras*^*G12D*^ (*n* = 6) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice. The counts represent percentage of 100 analyzed cells. **f** The number of spleen follicles counted in spleens isolated from vehicle-treated *Kras*^*G12D*^ (*n* = 5), Anakinra-treated *Kras*^*G12D*^ (*n* = 6) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice, per 1 high power field (HPF). **g** The histogram shows mean fluorescence intensity (MFI) for IL-1β in BMDCs of vehicle-treated *Kras*^*G12D*^, Anakinra-treated *Kras*^*G12D*^ or MCC950-treated *Kras*^*G12D*^ BM mice. One representative experiment from three experiments is shown. **h** The graph displays the fold change of IL-1β expression as measured by flow cytometry in BMDCs of vehicle-treated *Kras*^*G12D*^ (*n* = 15), Anakinra-treated *Kras*^*G12D*^ (*n* = 10) or MCC950-treated *Kras*^*G12D*^ (*n* = 15) BM mice, normalized to vehicle-treated *Kras*^*G12D*^ in both stimulation conditions. **i** FlowSOM-guided metaclustering of CD45^+^ BM cells (gated on live/single cells/CD45^+^) per condition: vehicle-treated *Kras*^*G12D*^ (*n* = 4), Anakinra-treated *Kras*^*G12D*^ (*n* = 5) or MCC950-treated *Kras*^*G12D*^ (*n* = 5) BM mice. **j** Frequency of FlowSOM-guided mature neutrophils cluster among CD45^+^ BM cells in vehicle-treated *Kras*^*G12D*^ (*n* = 4), Anakinra-treated *Kras*^*G12D*^ (*n* = 5) or MCC950-treated *Kras*^*G12D*^ (*n* = 5) BM mice. All data are shown as mean ± SEM.

### Myeloproliferation is mediated via the RAC1/ROS/NLRP3 axis

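Of 29 gene lists, those of cholesterol synthesis, the cell cycle, MHC class II presentation and DC maturation had the lowest median fold changes in *Kras* G12D BMDCs. Of 33 measured cell cycle genes, 32 were lower and none was higher by limma, with the same counts when adjusted over the list alone, at an unadjusted p under 0.05 and by the methods' t-test. Their median log2 fold change was -1.09 (camera, adjusted p = 3.5e-27; adjusted p = 0.0935 with an estimated correlation), with *Kif20a* at -1.85, *Rrm2* at -1.63 and the mitotic kinase gene *Plk1* at -1.55. Of 17 genes of cholesterol synthesis, 16 were lower and none was higher by the same counts, with a median of -1.21 (adjusted p = 9.6e-19; adjusted p = 0.0293 with an estimated correlation). *Idi1* fell by 2.86, *Cyp51* by 2.48 and *Fdps* by 2.20 on the log2 scale. Of 11 genes of MHC class II presentation, 9 were lower and none was higher, again by all of these counts, with a median of -0.82 (adjusted p = 2.5e-08; adjusted p = 0.144 with an estimated correlation). *Ciita*, the transactivator of the MHC class II genes, fell by 1.72 and *H2-Eb1* by 1.16. Of 15 DC maturation genes, 11 were lower and 1, *Cd274*, was higher (the same when adjusted over the list alone), with a median of -0.74 (adjusted p = 5.8e-07; adjusted p = 0.0273 with an estimated correlation) and *Fscn1*, which encodes the actin-bundling protein fascin, at -2.30.

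Several lists of myeloid markers also held more lower than higher genes. Of 16 conventional DC markers, 12 were lower and 1, *Irf8*, was higher (13 and 1 when adjusted over the list alone; camera, adjusted p = 5.8e-07, and adjusted p = 0.0273 with an estimated correlation), with *Kmo* at -2.35 and *Dpp4* at -1.72. Among 19 neutrophil markers, 10 were lower, such as *Ngp* (-1.73) and *Camp* (-1.32), and 3 were higher, with *Retnlg* at 2.33 (the same when adjusted over the list alone; adjusted p = 0.0137, and adjusted p = 0.301 with an estimated correlation). Among 16 macrophage markers, 8 were lower, such as *C1qa* (-0.76), and 2 were higher (the same when adjusted over the list alone; adjusted p = 0.0355, and adjusted p = 0.144 with an estimated correlation). Of 7 eosinophil markers, 4 were lower, such as *Epx* (-2.01) and *Prg2* (-1.98), and 1, *Ccr3*, was higher (the same when adjusted over the list alone; adjusted p = 0.0146, and adjusted p = 0.188 with an estimated correlation).

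Of 23 measured targets of the ERK pathway, which lies downstream of RAS, 9 were higher and 3 lower (11 and 5 when adjusted over the list alone; camera, adjusted p = 0.0142, and adjusted p = 0.110 with an estimated correlation). *Etv1* rose by 2.02, *Spry2* by 1.75 and the ERK phosphatase gene *Dusp6* by 1.38. Of 19 glycolysis genes, 9 were higher and 2 lower (the same when adjusted over the list alone; adjusted p = 0.0237, and adjusted p = 0.144 with an estimated correlation), with the glucose transporter genes *Slc2a3* at 0.83 and *Slc2a1* at 0.58. In a list of RAS and RAC GTPases and RAC exchange factors, 10 of 20 genes were lower, with the exchange factor genes *Tiam1* at -1.01, *Tiam2* at -0.92 and *Prex1* at -0.84, and 2 were higher (3 higher and 10 lower when adjusted over the list alone; adjusted p = 0.0152, and adjusted p = 0.126 with an estimated correlation). Camera used a preset correlation between genes of 0.01, with adjustment over the 29 lists. Among single genes, *Cdh17*, a cadherin gene, rose from 4.69 ± 0.36 to 8.16 ± 0.47 (log2, mean ± SD, n = 4 arrays each; log2 fold change 3.46, standard error 0.23, adjusted p = 1.2e-06 from limma). *Ch25h*, which encodes cholesterol 25-hydroxylase, rose by 3.27, *Trib3* by 3.03 and the asparagine synthetase gene *Asns* by 2.53. *Adgre4*, a receptor gene of the F4/80 family, fell by 5.30 (standard error 0.23, adjusted p = 5.7e-08), from 9.89 ± 0.11 to 4.58 ± 0.58. Both genes were dim in 1 of the groups, not far above the lower quartile of the arrays (4.3 to 4.4), and where such a level is background, these differences are lower bounds. *Fads2*, a fatty acid desaturase gene, fell by 3.71, and the transferrin receptor gene *Tfrc* fell by 3.23.

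**Figure D3:**
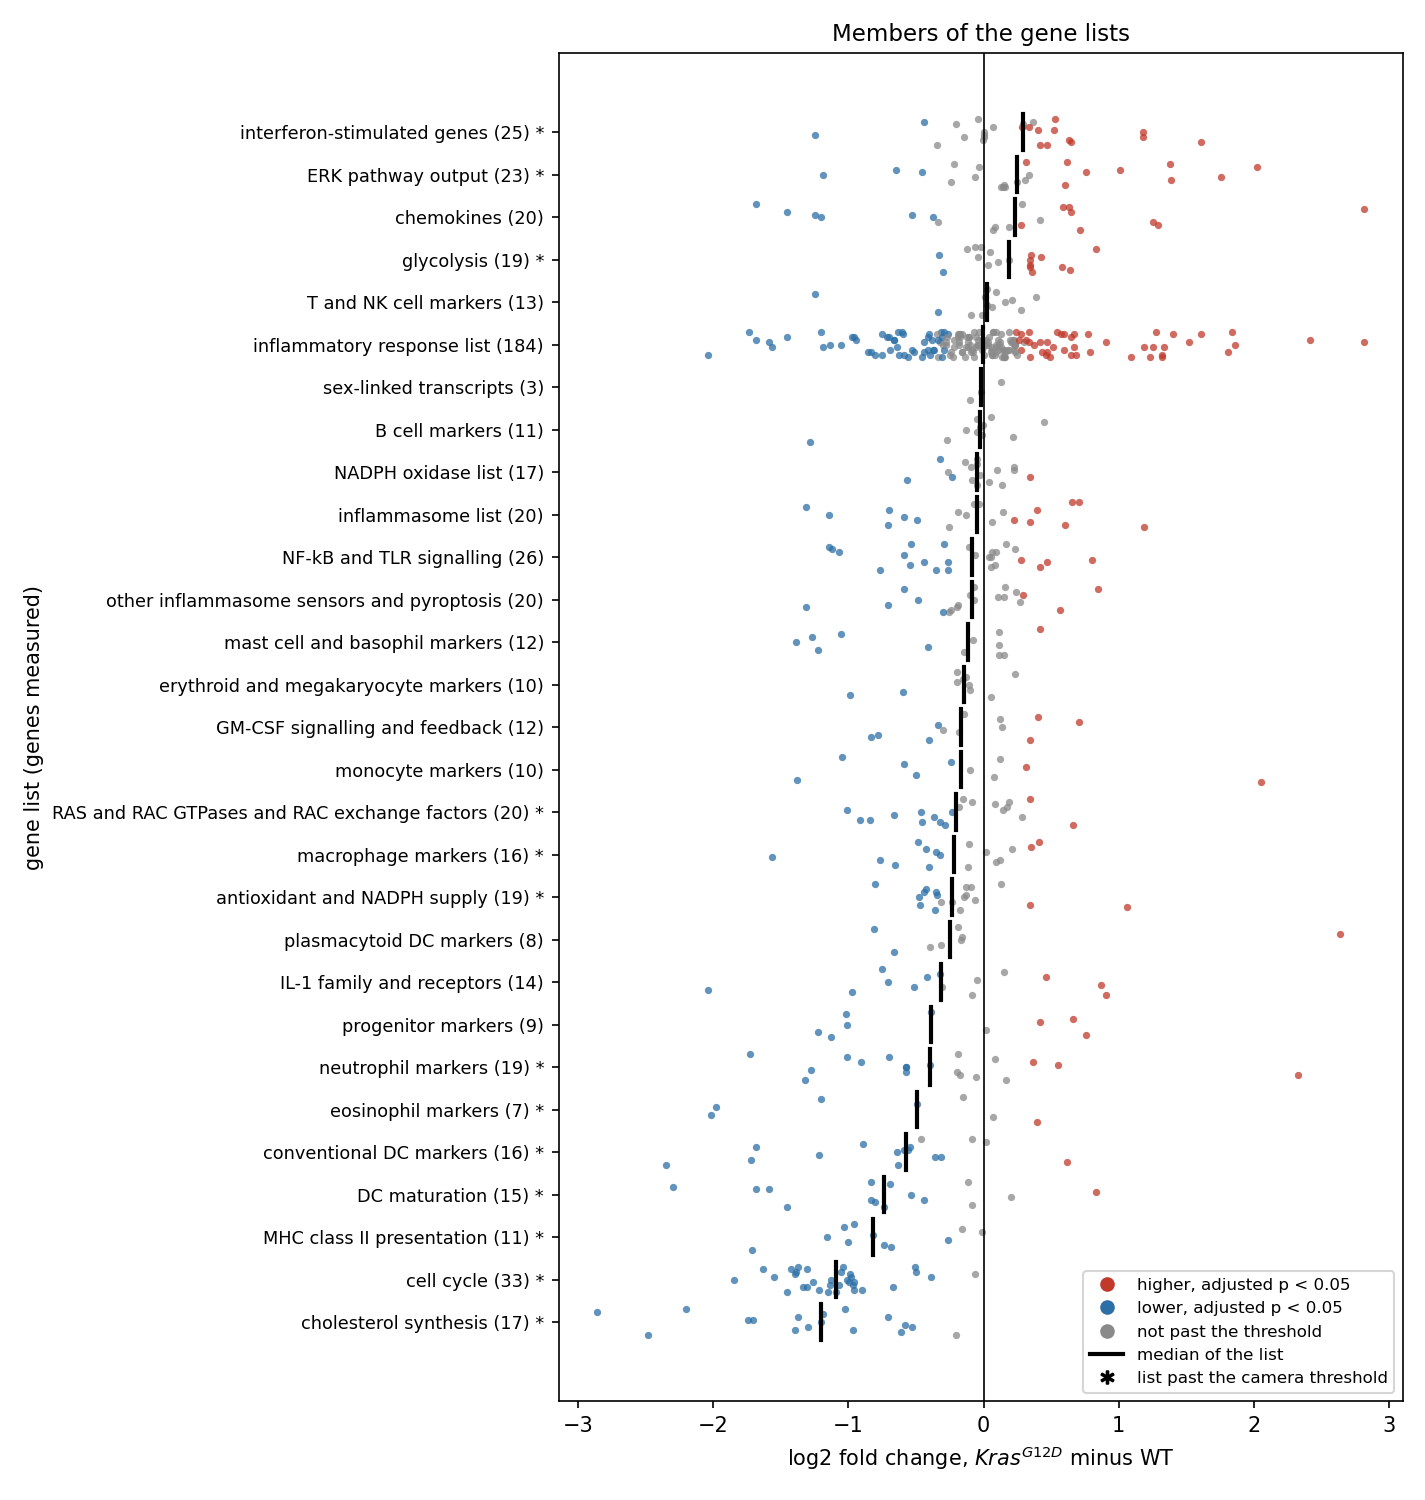
Log2 fold change (*Kras* G12D minus WT, x axis) of the measured members of 29 gene lists (y axis, with the number measured), 1 point per gene. Points are red or blue where the adjusted p from limma was under 0.05, black bars give each list's median and an asterisk marks an adjusted p under 0.05 from camera. The cholesterol synthesis and cell cycle lists have the lowest medians, at -1.21 and -1.09.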

To understand the mechanism by which oncogenic *KRAS* leads to NLRP3 activation, we performed an unbiased gene expression analysis of WT or *Kras*^*G12D*^ BMDCs. 

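Of the 13 genes that Fig. 7a shows, 11 have a named probe, and 6 of these were higher in *Kras* G12D BMDCs. *Nos2*, the inducible nitric oxide synthase gene, rose 4.62-fold, from 5.74 ± 0.14 to 7.95 ± 0.22 (log2, mean ± SD, n = 4 arrays each; log2 fold change 2.21, standard error 0.12, adjusted p = 3.1e-07 from limma). The other 5 were *Cryz*, a quinone reductase gene (0.77), *Pecr*, a peroxisomal enoyl-CoA reductase gene (0.55), *Nos1*, the neuronal nitric oxide synthase gene (0.50), *Mtrr*, the methionine synthase reductase gene (0.48), and *Decr2*, a peroxisomal dienoyl-CoA reductase gene (0.30). These enzymes use NADPH as an electron donor. The *Nos1* probe was dim, at 4.75 in WT and 5.25 in *Kras* G12D arrays, not far above the lower quartile of the arrays. *Cyb5r4* (0.25, adjusted p = 0.144), *Mecr* (0.20, adjusted p = 0.356), *Cyp2j6* (0.15, adjusted p = 0.379), *Adh4* (-0.03, adjusted p = 0.858) and *Nos3* (-0.08, adjusted p = 0.660) did not pass the test, and none of the 11 was lower by limma, at an unadjusted p under 0.05 or by the methods' t-test. The paper picked these genes from gene sets upregulated on these arrays, so their count is not independent evidence. By the methods' t-test with adjustment, the calls of *Pecr*, *Nos1* and *Decr2* were lost. Leaving out single arrays also ended the call of *Nos1* (WT replicates 1, 3 and 5 and KrasG12D replicates 2 and 4, log2 fold change 0.38 to 0.52) and of *Decr2* (every array except KrasG12D replicates 1 and 2, 0.26 to 0.32).

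Among 17 measured genes on a list of the NADPH oxidases and their regulators, 1 was higher, 3 were lower and 13 did not pass the test (the same when adjusted over the list alone). *Cybc1*, which encodes a chaperone of the phagocyte oxidase, rose by 0.35 (standard error 0.08, adjusted p = 0.00758). The proton channel gene *Hvcn1* fell by 0.57 (standard error 0.09, adjusted p = 0.000668), and the GTPase genes *Rac2* and *Rac1* fell by 0.32 (adjusted p = 0.00685) and 0.23 (adjusted p = 0.0451). The paper measured active RAC1-GTP protein, ROS and the effects of inhibitors, which transcript levels do not address. *Cybb*, the catalytic subunit of the phagocyte oxidase, was measured at 12.36 ± 0.03 in WT and 12.26 ± 0.04 in *Kras* G12D BMDCs (log2 fold change -0.10, adjusted p = 0.376). The list's median log2 fold change was -0.05, and camera gave an adjusted p of 0.413 (adjusted p = 0.455 with an estimated correlation). By fry, which asks whether the genes move one way on balance, the list was lower (adjusted p = 0.00128), while camera, which sets it against the other genes, gave an adjusted p of 0.253 to 0.546 over its alternatives. *Ncf2*, *Duox2* and *Duoxa1*, also on the list, have no named probe here. The call of *Rac1* was lost after median centring of each array and whenever 1 array other than KrasG12D replicate 1 was left out (-0.23 to -0.20). A list of 19 genes of antioxidant defence and NADPH supply had 2 members higher, with *Mthfd2* at 1.06, and 8 lower, with *Sod2* at -0.80 (2 and 9 when adjusted over the list alone; camera, adjusted p = 0.00833, and adjusted p = 0.176 with an estimated correlation). The median log2 fold change of 7 eosinophil markers on the same arrays was -0.49.

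**Figure D4:**
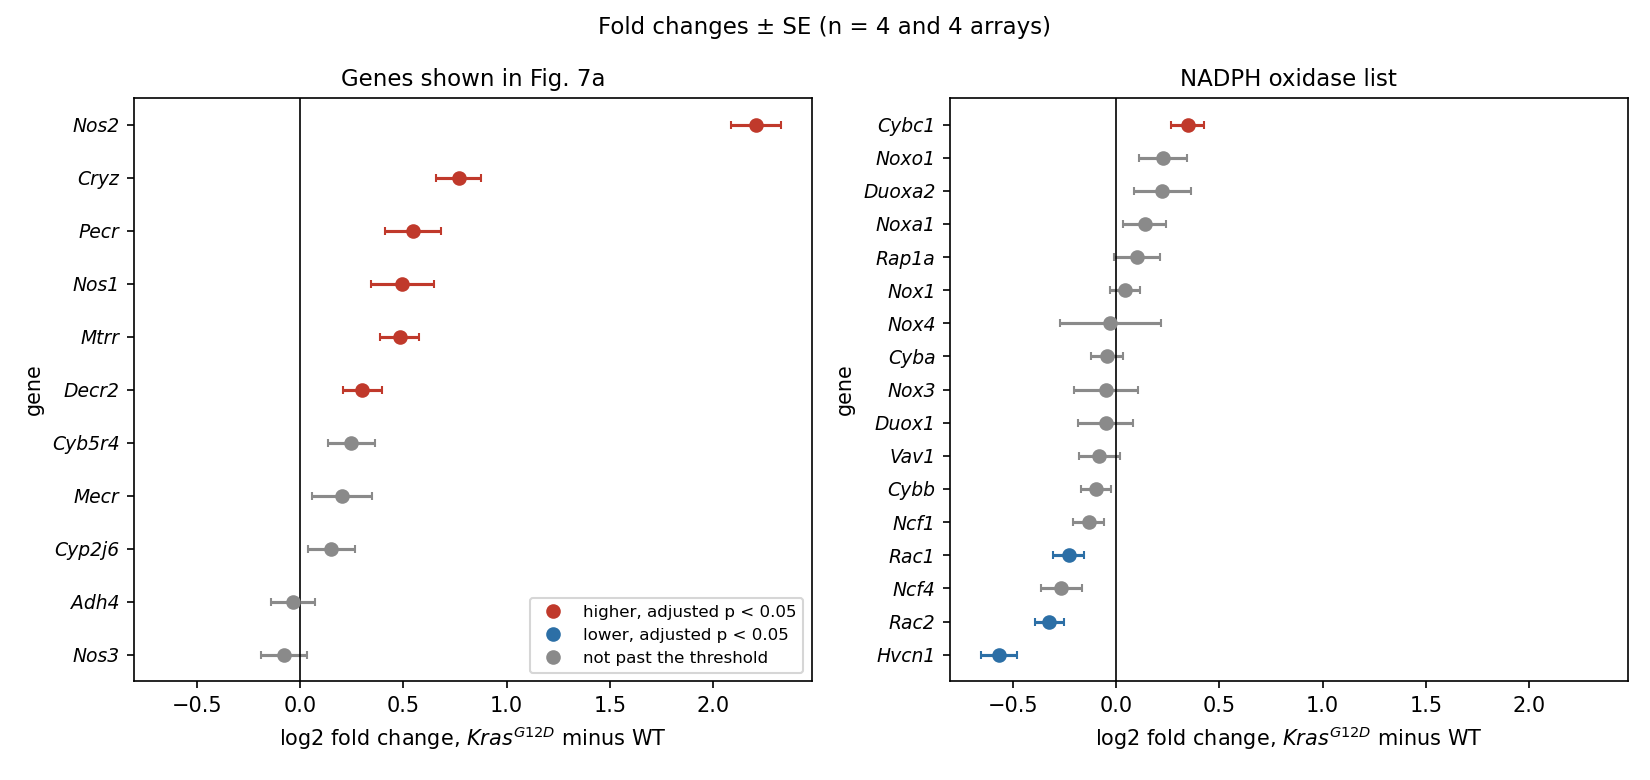
Log2 fold change (*Kras* G12D minus WT, x axis) with bars of 1 standard error from limma (n = 4 arrays per group) for the 11 named genes of Fig. 7a on the left and the 17 measured genes of the NADPH oxidase list on the right (y axes). Red and blue points passed an adjusted p under 0.05; 6 genes on the left and 1 on the right are red, and 3 on the right are blue.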

We observed increased expression of genes for Gene Ontology (GO) terms related to NADPH oxidase, an enzyme required for the production of extracellular/endosomal ROS (Fig. 7a). In agreement, we found increased cellular ROS production in *Kras*^*G12D*^ BMDCs compared to WT (Fig. 7b, c). Blocking ROS production by PDTC or Ebselen (enrichment purity and viability: Supplementary Fig. S4A, B) abrogated the increased caspase-1 cleavage seen in *Kras*^*G12D*^ BMDCs (Fig. 7d, e).

**Fig. 7:**
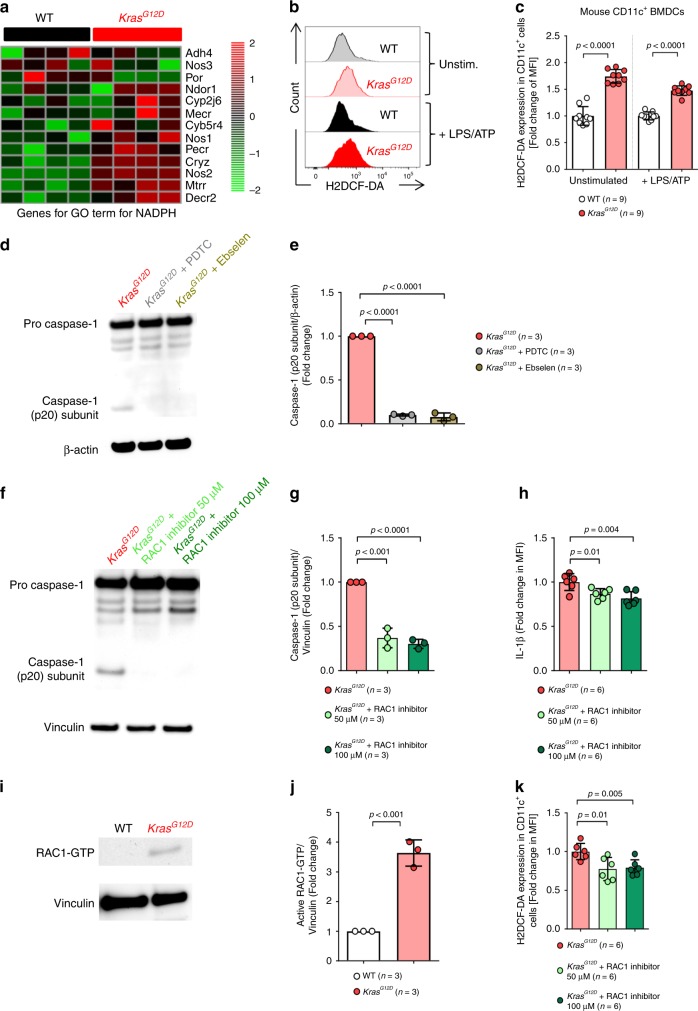
Kras^G12D^ causes inflammasome activation RAC1 and reactive oxygen species (ROS) production. **a** The heatmap shows genes for upregulated GO terms for NADPH in BMDCs generated from either WT (*n* = 4) or *Kras*^*G12D*^ (*n* = 4) mice following treatment by tamoxifen. Color code represents the Z-score log2 intensity. **b** The histogram shows mean fluorescence intensity (MFI) for H2DCF-DA in WT or *Kras*^*G12D*^ BMDCs. **c** The graph displays the fold change of H2DCF-DA expression as measured by flow cytometry in WT (*n* = 9) and *Kras*^*G12D*^ (*n* = 9) BMDCs, normalized to WT in both stimulation conditions. **d** Western blot shows the amount of caspase-1 (p20 subunit) in BMDCs isolated from *Kras*^*G12D*^ mice treated with DMSO, Ebselen or PDTC, after stimulation with 200 ng/ml LPS and 5 mM ATP. The blot is representative for two independent experiments. **e** The ratio of caspase-1 (p20 subunit)/β-actin in *Kras*^*G12D*^ BMDCs treated with DMSO (*n* = 3), Ebselen (*n* = 3) or PDTC (*n* = 3), normalized to DMSO-treated *Kras*^*G12D*^ BMDCs. **f** Western blot shows the amount of caspase-1 (p20 subunit) in BMDCs generated from *Kras*^*G12D*^ mice treated with DMSO, 50 µM or 100 µM of RAC1 inhibitor NSC 23766, after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated *Kras*^*G12D*^ BMDCs. The blot is representative for two independent experiments. **g** The ratio of caspase-1 (p20 subunit)/Vinculin in *Kras*^*G12D*^ BMDCs treated with DMSO (*n* = 3), 50 µM (*n* = 3) or 100 µM (*n* = 3) of RAC1 inhibitor NSC 23766, normalized to DMSO-treated *Kras*^*G12D*^ BMDCs. **h** The graph displays the fold change of IL-1β expression as measured by flow cytometry in *Kras*^*G12D*^ BMDCs treated with DMSO (*n* = 6), 50 µM (*n* = 6) or 100 µM (*n* = 6) of RAC1 inhibitor NSC 23766, after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated *Kras*^*G12D*^ BMDCs. **i** Western blot shows the amount of active RAC1-GTP in BMDCs generated from WT or *Kras*^*G12D*^ mice. **j** The ratio of active RAC1-GTP/Vinculin in BMDCs generated from WT (*n* = 3) or *Kras*^*G12D*^ (*n* = 3) BM, normalized to WT. **k** The graph displays the fold change of H2DCF-DA expression in BMDCs generated from *Kras*^*G12D*^ mice, treated with DMSO (*n* = 6), 50 µM (*n* = 6) or 100 µM (*n* = 6), normalized to DMSO-treated *Kras*^*G12D*^ BMDCs. All data are shown as mean ± SEM.

To clarify which KRAS downstream signals activate NADPH and NLRP3, we next used MEK-specific inhibitors, an ERK inhibitor, PI3K-specific inhibitors and a RAC1 inhibitor and then studied ROS production and NLRP3 inflammasome activation. At the concentrations used the cell viability was not affected (Supplementary Fig. S4C). We observed no change in IL-1β expression in *Kras*^*G12D*^ BMDCs when MEK, ERK or PI3K were blocked by Trametinib, Selumetinib, Ulixertinib, Buparlisib and Pictilisib (Supplementary Fig. S4D). Conversely, caspase-1 cleavage and IL-1β expression were reduced in *Kras*^*G12D*^ BMDCs when RAC1 was blocked (Fig. 7f–h). Consistent with a role for RAC1, we observed increased levels of active RAC1-GTP in *Kras*^*G12D*^ BMDCs (Fig. 7i, j**)**. RAC1 inhibition, but not MEK, ERK or PI3K-inhibition reduced ROS production by *Kras*^*G12D*^ BMDCs (Fig. 7k, Supplementary Fig. S4E).

### NLRP3 inflammasome activation in human *KRAS*-mutant (Kras^mut^) leukemia cells

To determine whether the observations made in mouse cells were also seen in human cells, we isolated PBMCs of AML, JMML or CMML patients with *KRAS* mutations (Kras^mut^) and gated on CD11b^+^ cells (Supplementary Fig. S5A). In contrast to AML patients without *KRAS* mutations (Non-Kras^mut^), we observed increased cleaved caspase-1 in Kras^mut^ PBMCs (Fig. 8a, b), indicating increased NLRP3 inflammasome activity in human Kras^mut^ cells compared to non-mutant cells. In agreement with inflammasome activation, we also observed increased IL-1β production in human Kras^mut^ cells compared to non-mutant cells in JMML, AML, and CMML (Fig. 8c–g). The cell number and phenotype was not affected by the stimulation with LPS (Supplementary Fig. S5B).

**Fig. 8:**
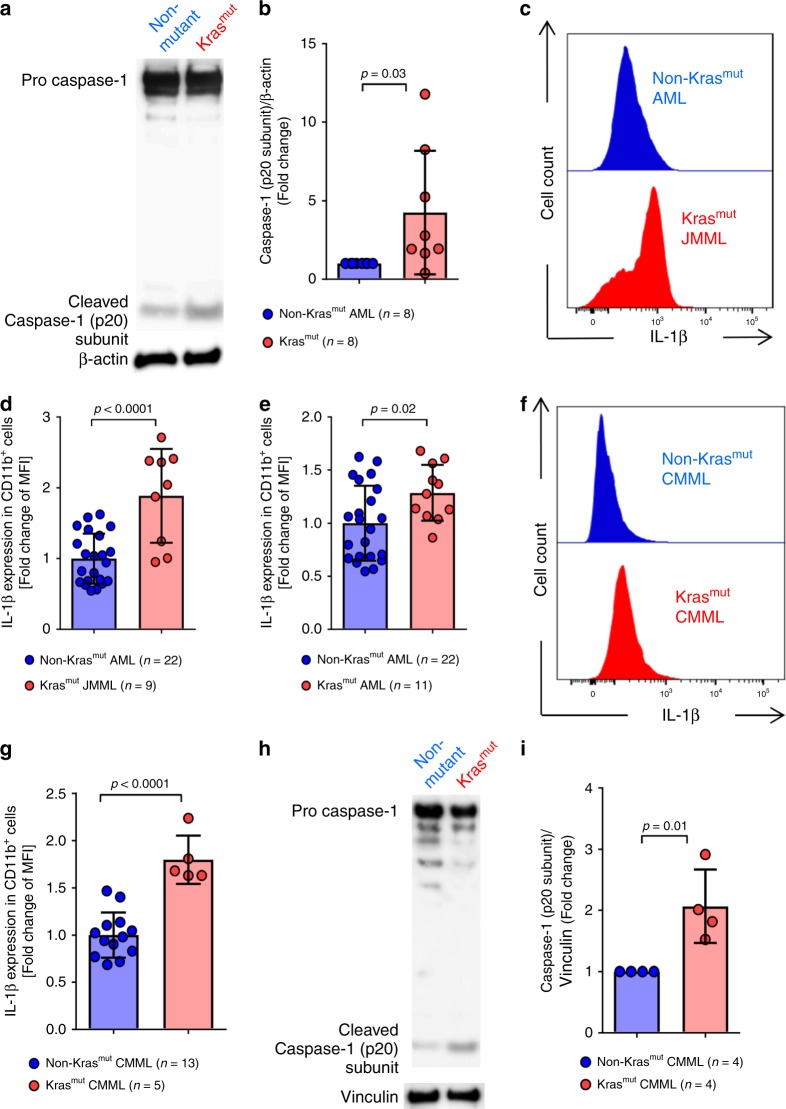
*KRAS*-mutant human leukemia cells exhibit increased NLRP3 inflammasome activation. **a** Western blot shows the amount of caspase-1 (p20 subunit) in PBMCs isolated from patients with a *KRAS* mutation (Kras^mut^) or without a *KRAS* mutation (non-Kras^mut^). The blot is representative for four independent experiments. **b** The ratio of caspase-1 (p20 subunit)/β-actin in Kras^mut^ (*n* = 8) or non-Kras^mut^ (*n* = 8) patients’ PBMCs normalized to non-Kras^mut^. **c** The histogram shows mean fluorescence intensity (MFI) for IL-1β in CD11b^+^ cells of Kras^mut^ JMML or non- Kras^mut^ AML patients. One representative experiment from four experiments with is shown. **d**–**e** The graphs display the fold change of IL-1β expression as measured by flow cytometry in (**d**) Kras^mut^ JMML (*n* = 9) and (**e**) Kras^mut^ AML (*n* = 11), compared to non-Kras^mut^ AML patients’ PBMCs (n = 22), normalized to non-Kras^mut^. (**f**) The histogram shows mean fluorescence intensity (MFI) for IL-1β in CD11b^+^ cells of Kras^mut^ or non-Kras^mut^ CMML patients’ cells. One representative experiment from four experiments is shown. (**g**) The graph displays MFI fold change of IL-1β expression as measured by flow cytometry in Kras^mut^ (*n* = 5) and non-Kras^mut^ (*n* = 13) CMML patients’ PBMCs, normalized to non-Kras^mut^. **h** Western blot shows the amount of caspase-1 (p20 subunit) in PBMCs isolated from CMML patients with a *KRAS* mutation (Kras^mut^) or without a *KRAS* mutation (non-Kras^mut^). **i** The ratio of caspase-1 (p20 subunit)/Vinculin in Kras^mut^ (*n* = 4) or non-Kras^mut^ (*n* = 4) CMML patients’ PBMCs normalized to non-Kras^mut^.

To determine if the *KRAS* mutations were found in CD11b positive cells, we sorted for these cells, and analyzed the resulting DNA using targeted Next-Generation Sequencing (NGS) and digital droplet PCR (ddPCR) for the respective *KRAS* mutations. We could show that the *KRAS* mutations were found in CD11b^+^ sorted cells at a high variant allele frequency (VAF; 45%, 49% in representative samples, Supplementary Fig. S5C-E). In addition, we found increased cleaved caspase-1 in human Kras^mut^ CMML cells compared to non-Kras^mut^ cells (Fig. 8h, i). CMML samples with NRAS mutations (Nras^mut^) displayed only a small increase of IL-1β (Supplementary Fig. S5F).

### Increased ROS production in human Kras^mut^ myeloid leukemia cells

Comparable to the observations made in mice, we found that ROS production was increased in human Kras^mut^ cells compared to non-Kras^mut^ cells derived from AML patients in the cytoplasm (Fig. 9a, b) and in the mitochondria (Fig. 9c, d). Blocking ROS production by PDTC or Ebselen reduced IL-1β production (Fig. 9e), and also abrogated the increased caspase-1 cleavage seen in Kras^mut^ JMML PBMCs (Fig. 9f, g). Increased ROS production was also seen in Kras^mut^ cells, but not Nras^mut^ cells, from CMML patients compared to non-Kras^mut^ CMML cells (Fig. 9h, i, Supplementary Fig. S5G). Blocking ROS production by PDTC or Ebselen reduced IL-1β production in CMML patient Kras^mut^ PBMCs (Fig. 9j). In addition, and similar to our findings in murine models, blocking RAC1 in Kras^mut^ cells, but not Nras^mut^ cells, from CMML patients caused a reduction of IL-1β expression and ROS production **(**Fig. 9k, l, Supplementary Fig. S5H, I**)**.

**Fig. 9:**
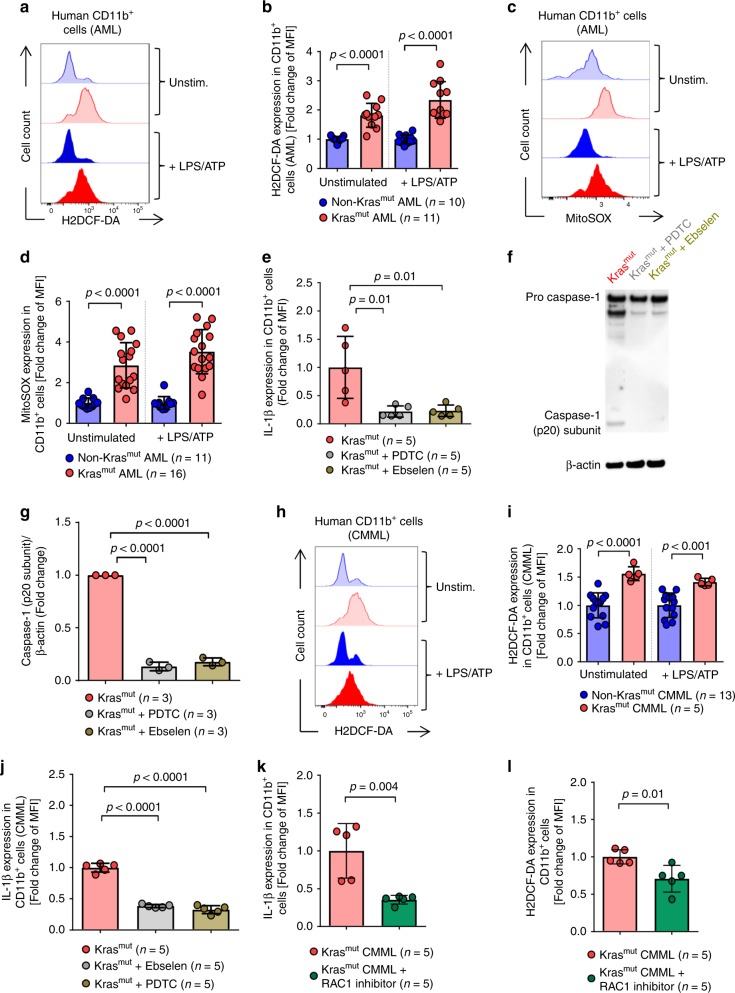
The *KRAS*/RAC1/ROS/NLRP3 axis is active in human leukemia cells. **a** The histogram shows mean fluorescence intensity (MFI) for H2DCF-DA in CD11b^+^ cells of AML patients with a *KRAS* mutation (Kras^mut^) or without a *KRAS* mutation (non-Kras^mut^). **b** The graph displays MFI fold change of H2DCF-DA expression in Kras^mut^ (*n* = 11) and non-Kras^mut^ (*n* = 10) AML patient cells, normalized to non-Kras^mut^ in both stimulation conditions. **c** The histogram shows MFI for MitoSOX in Kras^mut^ or non-Kras^mut^ AML patients cells. **d** The graph displays MFI fold change of MitoSOX expression in Kras^mut^ (*n* = 16) and non-Kras^mut^ (*n* = 11) patient cells, normalized to non-Kras^mut^ in both stimulation conditions. **e** The graph displays MFI fold change of IL-1β expression in Kras^mut^ JMML patients cells, treated with DMSO (*n* = 5), Ebselen (*n* = 5) or PDTC (*n* = 5), normalized to DMSO-treated Kras^mut^. **f** Western blot shows the amount of caspase-1 (p20 subunit) in PBMCs isolated from Kras^mut^ JMML patients treated with DMSO, Ebselen or PDTC after stimulation with 200 ng/ml LPS and 5 mM ATP. **g** The ratio of caspase-1 (p20 subunit)/β-actin in Kras^mut^ PBMCs derived from JMML patients, treated with DMSO (*n* = 3), Ebselen (*n* = 3) or PDTC (*n* = 3), normalized to DMSO-treated Kras^mut^ cells. **h** The histogram shows MFI for H2DCF-DA in Kras^mut^ or non-Kras^mut^ CMML patients cells. **i** The graph displays MFI fold change of H2DCF-DA expression in Kras^mut^ (*n* = 5) and non-Kras^mut^ (*n* = 13) CMML patients cells, normalized to non-Kras^mut^ in both stimulation conditions. **j** The graph displays MFI fold change of IL-1β expression in Kras^mut^ CMML patients cells, treated with DMSO (*n* = 5), Ebselen (*n* = 5) or PDTC (*n* = 5), normalized to DMSO-treated Kras^mut^ cells. **k** The graph displays MFI fold change of IL-1β expression in Kras^mut^ CMML patients cells, treated with DMSO (*n* = 5) or 100 µM of RAC1 inhibitor NSC 23766 (*n* = 5), after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated Kras^mut^. **l** The graph displays MFI fold change of H2DCF-DA expression in Kras^mut^ CMML patients cells, treated with DMSO (*n* = 5) or 100 µM of RAC1 inhibitor NSC 23766 (*n* = 5), after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated Kras^mut^. All data are shown as mean ± SEM.

These observations in patient samples show that the KRAS/ROS/NLRP3/IL-1β axis was also active in human AML, CMML and JMML cells, which is in agreement with our observations in mouse models.

Our findings indicate that oncogenic *KRAS* leads to RAC1 activation, causing NADPH activation, resulting in ROS production, which in turn activates the NLRP3 inflammasome causing cleavage of caspase-1 and IL-1β production (Fig. 10; *proposed model*).

**Fig. 10:**
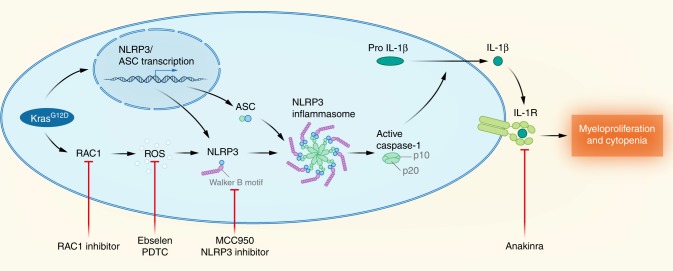
Proposed model. The scheme shows the proposed mechanism. Oncogenic *KRAS* leads to NLRP3/ASC transcription and RAC1-mediated production of reactive oxygen species (ROS). This licenses the NLRP3 inflammasome and activates the inflammasome by ROS leading to caspase-1 activation, ASC recruitment and consecutively to the release of bioactive IL-1β. The KRAS/NLRP3/IL-1β axis can be inhibited by blocking IL-1R or by inhibiting the NLRP3 inflammasome.

## Discussion

Improving the treatment of JMML, CMML, and KRAS-mutant AML is still a major unmet clinical need. Conventional chemotherapy in JMML has little effect^24^ and the probability of event-free survival at 5 years is only 50% after allogeneic hematopoietic cell transplantation (allo-HCT)^25^. Similarly, allo-HCT remains the only curative option for patients with CMML, with an overall survival at 3 years of 32%^12^. A major clinical feature of patients with JMML are inflammatory symptoms including hepatosplenomegaly in greater than 90%, lymphadenopathy in 76%, pallor in 64%, fever in 54%, skin rash in 36%^22,26^. Also in CMML hepatomegaly, splenomegaly and features of myeloproliferation, such as fatigue, symptoms from organomegaly, night sweats, weight loss and cachexia have been reported^12^. The pathomechanism causing these symptoms in KRAS-mutant myeloid neoplasms was not fully elucidated. Here we report that multiple inflammation-related genes are upregulated upon oncogenic *KRAS* activation in myeloid cells. 

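Besides the inflammatory response and inflammasome lists, 4 lists of inflammation-related genes were measured in the *Kras* G12D BMDCs, which hold a few genes of Fig. 1a, among them *Irf7* and *Il18*. Of 25 interferon-stimulated genes, 12 were higher and 2 were lower (13 and 3 when adjusted over the list alone; camera, adjusted p = 0.0146, and adjusted p = 0.188 with an estimated correlation). *Irf7*, a transcription factor of the interferon response, rose by 1.61 on the log2 scale (standard error 0.10, adjusted p = 8.9e-07 from limma) and *Oas2* by 1.18, while *Mx1* fell by 1.24. Of 20 chemokines, 8 were higher and 6 lower (the same when adjusted over the list alone; adjusted p = 0.359, and adjusted p = 0.498 with an estimated correlation). Among them, *Ccl7* rose by 2.82, and *Ccl17*, a ligand of CCR4, fell by 1.46. Of 14 genes of the IL-1 family and its receptors, 3 were higher and 7 lower (the same when adjusted over the list alone; adjusted p = 0.0658, and adjusted p = 0.176 with an estimated correlation). *Il18* rose by 0.91 (standard error 0.15, adjusted p = 0.00114). *Il1b* fell by 2.04 (standard error 0.14, adjusted p = 1.8e-06), from 9.74 ± 0.23 in WT to 7.70 ± 0.25 in *Kras* G12D BMDCs (log2, mean ± SD, n = 4 arrays each), and *Il1r1* fell by 0.97. Of 26 genes of NF-κB and TLR signalling, 4 were higher and 12 lower (5 and 12 when adjusted over the list alone; adjusted p = 0.0658, and adjusted p = 0.314 with an estimated correlation), with *Nfkbie* at -1.12 and *Tlr9* at -1.07. The median log2 fold change of 16 macrophage markers on the same arrays was -0.22.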

A major inflammatory pathway we identified was the NLRP3/caspase-1/IL-1β axis. This is consistent with previous reports showing that IL-1β was increased in JMML^27,28^. These reports, however, did not clarify the mechanism underlying the increased IL-1β production, because the role of the inflammasome for IL-1β activity was unknown at this time. Our work identifies a critical role of the NLRP3 inflammasome in Kras^G12D^ induced inflammation, as the hematological phenotype caused by oncogenic *Kras*^*G12D*^ expression is reversed by NLRP3 deficiency. Our studies delineate that oncogenic KRAS activates RAC1 which in turn leads to the production of ROS. The impaired hematopoiesis and splenomegaly that we observed when the NLRP3/IL-1β axis was active upon *KRAS* activation is very similar to the hepatosplenomegaly and pancytopenia reported in patients with activating mutations of NLRP3 that suffer from Cryopyrin-associated periodic syndrome (CAPS)^29^. In agreement with our findings, CAPS patients experience an improvement of their symptoms upon IL-1β blockade^29^. The regulation of cytokine production via oncogene/growth factor receptor activation has been previously reported for FLT3-ITD signaling blocking IL-15 production^14^, promoting lytic cell death and inflammasome activation^30^, cMYC induced IL-10^31^ and TNF-α^32^ production and EGFR induced IL-6 production^33^. The production of these cytokines may shape the tumor microenvironment in a favorable fashion for tumor cells. It is possible that besides IL-1β, also IL-18 plays a role because attenuating IL-1β with Anakinra produces a less robust protective effect compared to blocking NLRP3. Regarding the relevant cell type, the scenario that activation of NLRP3 in non-leukemic cells contributes as a driver of the disease is conceivable.

We also clarify the mechanism by showing that KRAS-induced ROS production leads to NLRP3 activation. Previous work had shown that ROS can activate NLRP3^34^. Functional inhibition of NADPH oxidase-derived ROS prevented ATP-induced caspase-1 activation and IL-1β production in alveolar macrophages^35^. Consistently we had observed NADPH gene expression being increased upon *KRAS* activation and that blocking ROS production reduced caspase-1 activation and IL-1β cleavage in KRAS-mutant mouse and human cells which has important clinical implications.

Our findings support the concept that oncogenic KRAS does not only act via its oncogenic driver function but also enhances activation of the NLRP3/IL-1β axis, which explains the clinical features of JMML and CMML patients suffering from inflammation-related symptoms. Even when NLRP3 inhibition or IL-1R blockade could not eliminate the malignant clone, this therapy could reduce the symptoms of patients such as massive splenomegaly, unexplained fever and failure to thrive, which would be a major benefit for the patients and bring them into a condition that is more stable before undergoing the potentially curative allo-HCT.

In summary, the data suggest NLRP3 and IL-1R inhibition as a strategy for the treatment of KRAS-driven hematological malignancies.

## Methods

### Human subjects

Human sample collection and analysis were approved by the Institutional Ethics Review Board of the Medical center, University of Freiburg, Germany (protocol numbers 10024/13, 26/11, 509/16). Written informed consent was obtained from each patient. All analysis of human data was carried out in compliance with relevant ethical regulations. The characteristics of patients are listed in Supplementary Tables S1–S3.

### Mice

C57BL/6 (H-2Kb, Thy-1.2) were purchased from Janvier Labs (France). *Rosa26*-Cre-ER^T2^ transgenic^36^ and *LSL-Kras*^*G12D*^ knock-in mice^37^ were maintained on a C57BL/6N background and mated to generate *Rosa26*-Cre-ER^T2^; *LSL-Kras*^*G12D*^ animals. As *Kras* deficiency is embryonic lethal and because the *LSL-Kras*^*G12D*^ *knock-in* allele prevents expression of oncogenic *Kras* prior to Cre mediated recombination, all *LSL-Kras*^*G12D*^ carrying mice retained a wildtype *Kras* allele. *Nlrp3*^−/−^ mice were obtained from the local stock at the animal facility of University Medical Center Freiburg. *Rosa26*-Cre-ER^T2^; *LSL-Kras*^*G12D*^ were bred to *Nlrp3*^−/−^ mice (both on C57BL/6 background) in the animal facility at the University of Freiburg, to generate the strain termed *Rosa26*-Cre-ER^T2^; *LSL-Kras*^*G12D*^; *Nlrp3*^−/−^. Mice were bred and housed under specific pathogen-free (SPF) conditions in the animal facilities of University Medical Center Freiburg (ZKF, Neurozentrum and IMMZ) and were used between 8 and 16 weeks of age at the time of the experiments. All mouse experiments were approved by the Federal Ministry for Nature, Environment and Consumers’ Protection of the state of Baden-Württemberg, Germany (Protocol numbers: G-17/049, G-17/093, X-14/07H, X-15/09H, X-15/10A, X-18/10C).

### Isolation of patient-derived peripheral blood mononuclear cells (PBMCs)

PBMCs were isolated from patients’ blood by Ficoll gradient centrifugation, according to the manufacturer’s protocol (Sigma-Aldrich), and frozen in Fetal Calf Serum (FCS) with 10% Dimethyl sulfoxide (DMSO). Once thawed, cells were plated in 6-well plates at 0.5 × 10^6^ cells per well, and left for 24 h to recover. If stated, PBMCs were stimulated with 200 ng/ml of LPS followed by 5 mM of ATP, with a minimum of 4 h in between. Cells were gated on CD11b^+^ cells.

### Bone marrow transplantation (BMT) and generation of BM chimera

Recipient mice were lethally irradiated with split doses of 5 Gy and 4.5 Gy (137 Cs source), with a minimum period of 4 h in between, followed by retro-orbital venous plexus injection of 5 × 10^6^ donor BM cells. Peripheral blood (PB) samples were obtained at different time points, and PB counts were performed using the scil Vet abc analyzer (Henry Schein). For BMT studies, the experiment was performed 3 times and pooled data of the indicated number of biological replicates per group is shown.

### Treatments

Tamoxifen free base (Sigma T5648) was prepared as 20 mg/ml in corn oil and administrated to mice at a single dose of 1 mg per mouse, via oral gavage. The administration of tamoxifen induces nuclear translocation of Cre-ER^T2^, causing the deletion of the LSL elements in Cre-ER^T2^, *Kras*^*G12D*^ mice^37^. A proof of successful recombination was determined using the polymerase chain reaction (PCR) protocol established by the Jacks laboratory (https://jacks-lab.mit.edu/protocols/genotyping/kras_cond) and Western blotting **(**Supplementary Fig. S1A, B). To assess the role of NLRP3 and IL-1 (IL-1 α and ß) in the disease phenotype, mice were treated with an IL-1 type 1 receptor antagonist or a NLRP3 inflammasome inhibitor. Anakinra (Kineret®; Swedish Orphan Biovitrum - sobi) was administered once daily via subcutaneous injection at a dose of 10 mg/kg. MCC950^38^ was administered once daily via intraperitoneal injection at a dose of 30 mg/kg. Mice from the vehicle group were treated with phosphate-buffered saline (PBS). Both Anakinra and NLRP3 inhibitor (MCC950) treatment started 3 weeks post-tamoxifen and ended one day before sacrificing the mice (treatment was in total for 4 weeks).

### Generation of bone marrow-derived dendritic cells (BMDCs) and stimulation

Bone marrow cells were cultured at 6 × 10^6^ cells in the presence of 40 ng/ml GM-CSF in 10 ml of RPMI 1640 medium (Gibco) in 10 cm dishes. On day 3, 10 ml of fresh medium containing 40 ng/ml GM-CSF was added. On day 7, 10 ml medium was replaced with fresh medium containing 40 ng/ml GM-CSF. Cells were used on days 7 or 8 with a CD11c^+^ purity of >80%, as determined by flow cytometry. If stated, BMDCs were stimulated with 200 ng/ml of Lipopolysaccharide (LPS, Sigma-Aldrich) for 4 h, followed by 5 mM of Adenosine 5′-triphosphate disodium salt (ATP; Sigma A7699-1G) for 30–60 min. For ELISA and colorimetric assay, BMDCs were primed with 200 ng/ml *E.coli* K12 ultra-pure LPS (InvivoGen) for 3–9 h and subsequently stimulated with either 5 µM of Nigericin (Sigma-Aldrich) for 90 min, 5 mM of ATP for 90 min or left without secondary stimulus. All stimulations were performed at least in biological and technical triplicates.

### Immunohistochemical and histological analysis

Tissue sections of tibia, femur, and spleen were collected at the terminal point of the experiment, fixed in 4% paraformaldehyde for 12 to 16 h at 4 °C and washed in 70% ethanol. Tissues were embedded in paraffin and cut into 5-μm sections, followed by the standard protocol of Hematoxylin/Eosin (H/E) staining. Blood smears were stained with Pappenheim stain. The results were assessed, graded and quantified by an investigator blinded to the experimental groups.

### Flow cytometry

The fluorochrome-conjugated antibodies mAbs (Clone) used for flow cytometric analysis are shown in Supplementary Table S4. To examine cell viability and exclude dead cells, the LIVE/DEAD Fixable Dead Cell Stain kit (Molecular Probes) or the Zombie NIR Fixable Viability kit (Biolegend) were used. For intracellular staining, the BD Cytofix/Cytoperm kit (BD Biosciences) was used following the manufacturer’s protocol. Data were acquired on a BD LSR Fortessa flow cytometer (BD Bioscience) and analyzed using the FlowJo (Flowjo 10.4, LLC) software. Multiparameter high-dimensional data was acquired on a FACSSymphony (BD Bioscience) and compensated in FlowJo (V10.6), then live, single CD45^+^ cells were exported and analyzed using the R environment^39^. Data were processed for FlowSOM clustering^40^. For dimensionality reduction the UMAP package was used^41^.

### Western blot

Cells were lysed in radioimmunoprecipitation assay buffer (Santa Cruz Biotechnology) supplemented with Phosphatase Inhibitor Cocktail 2 (Sigma-Aldrich) and protein concentrations were determined using the Pierce BCA Protein Assay Kit (Life Technologies). Cell lysates prepared for SDS-PAGE using NuPAGE™ LDS sample buffer and NuPAGE™ sample reducing agent (Invitrogen). Supernatant samples from cell-free supernatants were prepared using sample buffer containing SDS and Dithiothreitol (DTT). The primary antibodies were used against caspase-1 (p20) (mouse; Adipogen #AG-20B-0042-C100), caspase-1 (p20) (human; Adipogen #AG-20B-0048-C100), cleaved-IL-1β (Asp117) (Cell Signaling Technology #52718), IL-1β (R&D Systems #AF-401), Ras (Abcam #52939), active Rac1 (NewEast Biosciences #26903). β-actin (Cell Signaling Technology #4970, or Santa Cruz Biotechnology #sc-47778) or Vinculin (Cell Signaling Technology #13901) were used as loading controls. As a secondary antibody, horseradish peroxidase (HRP)-linked anti-rabbit IgG or anti-mouse IgG were used (#7074 and #7076S Cell Signaling Technology). The blot signals were detected using WesternBright Quantum HRP substrate (Advansta), imaged using ChemoCam Imager 3.2.0 (Intas Science Imaging Instruments GmbH) and quantified using ImageJ (NIH) software.

### Reactive oxygen species (ROS) analysis and inhibition

2′, 7′-dichlorofluorescein diacetate (H2DCF-DA; Sigma D6883) was used to detect cellular ROS. One vial was dissolved in dimethyl sulfoxide (DMSO) to prepare 20 mg/ml stock solution. Briefly, cells were pelleted and resuspended in 1.16 µg/ml of H2DCF-DA and incubated at 37 °C in the dark for 30 min. The cells were pelleted and resuspended in fresh medium along with stimulus and incubated at 37 °C in the dark for 60 min. After washing, cells were stained to their corresponding surface antigen at 4 °C in the dark for 20 min and washed before acquisition on flow cytometer. MitoSOX^TM^ red reagent (Thermofisher M36008) was used as an indicator of mitochondrial ROS (mtROS) in live cells. One vial was dissolved in DMSO to make a 5 mM MitoSOX^TM^ stock solution. Cells were incubated in 5 µM MitoSOX^TM^ in HBSS/Ca^2+^/Mg^2+^ solution (Gibco 14025) at 37 °C for 30 min. ROS signal was measured with a BD LSR Fortessa flow cytometer and analyzed using FlowJo software. For inhibition of ROS, 30 μM of Ebselen (Enzo Life Sciences), 50 μM ammonium pyrrolidinedithiocarbamate (PDTC; Enzo Life Sciences) or DMSO as a control, were added 2.5–3 h after priming with LPS and 20–30 min before stimulation with ATP.

### Microarray analysis

RNA was isolated from BMDCs using the RNeasy Mini Kit (Qiagen). RNA quality was assessed by Agilent 2100 Bioanalyzer (Agilent 141 Technologies). RNA samples with an RNA integrity number (RIN) greater than 8 were further processed. Affymetrix Clariom S Mouse arrays were normalized using Single-Channel Array Normalization and exon expression summarized to the gene level using the R/Bioconductor package pd.clariom.s.mouse. Differential gene expression analysis between *Kras*^*G12D*^ BM versus WT was calculated using the R/Bioconductor limma package with p-values corrected for multiple testing using Benjamini & Hochberg. Gene set enrichment analysis (GSEA) was performed using the R/Bioconductor package GAGE which tests for significant differential regulation of a gene set instead of individual genes. The complete gene expression data are available in the GEO repository under the access ID GSE131885 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE131885).

### Ras downstream effector pathways inhibition

To delineate the role of Ras effector pathways leading to NLRP3 activation, MEK-specific inhibitors (Trametinib (GSK1120212) and Selumetinib (AZD6244); Selleckhem S2673 and S1008), an ERK inhibitor (Ulixertinib (BVD-523); Selleckhem S7854), PI3K-specific inhibitors (Buparlisib (BKM120) and Pictilisib (GDC-0941); Selleckhem S2247 and S1065) and a Rac1 inhibitor (NSC 23766; Tocris Bioscience 2161) were used. DMSO was used as a control. In brief, BMDCs generated from *Kras*^*G12D*^ BM mice were treated with the inhibitors or DMSO as a control with the indicated concentrations and times, and later analyzed by flow cytometry or lysed for western blot.

### Proliferation analysis

On day 7, the number of BMDCs generated from WT or *Kras*^*G12D*^ mice was counted per 10 cm dish. Biological replicates each mouse was considered, and the average was taken. For the proliferation analysis, the Click-iT™ EdU Pacific Blue™ Flow Cytometry Assay kit (Invitrogen™; C10418) was used, following the manufacturer’s protocol. Briefly, 10 µM of EdU was added to the culture medium and incubated for 1–2 h. After cells were harvested and washed with 1% BSA in PBS, extracellular staining proceeded. Following, cells were fixed using the Click-iT™ fixative for 15 min at room temperature, and subsequent washes were performed using the 1X Click-iT™ saponin-based permeabilization and wash reagent. Lastly, cells were incubated for 30 min at room temperature protected from light with the Click-iT™ reaction cocktail composed of CuSO_4_, Pacific Blue dye, reaction buffer additive and PBS, following the manufacturer’s instructions. Cells were later analyzed by flow cytometry.

### Cell isolation and DNA extraction

Using fluorescence-activated cell sorting, the CD11b^+^ cell population was sorted from PBMCs previously isolated from Kras^mut^ patients (BD FACSAria™ III, BD Biosciences). Cells were lysed using RLT plus lysis buffer (Qiagen) and DNA extraction was performed on a QIAsymphony robot (Qiagen).

### Targeted Next Generation Sequencing (NGS)

The Illumina TruSight Tumor 15 and TruSight Myeloid Panels were used for targeted resequencing and processed as described by the manufacturer (Illumina Inc.). Sequencing libraries were sequenced paired-end on an Illumina NextSeq 550 with 2 × 150 base reads and FASTQ-files were further analyzed with the SeqNext software (JSI Medical Systems). We used a significance threshold of 3% for the detection of missense mutations, with a minimum coverage of 500 reads and 50 reads per variant.

### Digital droplet polymerase chain reaction (ddPCR)

ddPCR was used to validate selected mutations in KRAS (G12V, G12A). The ddPCR reaction volume was 20 µL and composed of 10 µL of dPCR supermix for probes (Bio-Rad Laboratories GmbH), 900 nmol/L of each primer and 250 nmol/L probes. Each reaction mixture was partitioned into approximately 20,000 droplets using a QX200 automated droplet generator (Bio-Rad Laboratories GmbH) and then cycled under set conditions. Cycled droplets were read in the QX 200 droplet-reader and the analysis of the data was performed using the QuantaSoft analysis software (Version 1.0, Bio-Rad Laboratories GmbH). The threshold between the positive and negative droplet clusters was manually set for both fluorochrome channels for each sample. Data analysis was performed in those samples were 10,000 or more accepted droplets were obtained.

### Lactate dehydrogenase (LDH) release assay and enzyme-linked immunosorbent assay (ELISA)

Lytic cell death was quantified by determining LDH levels in the cell-free supernatant using the CytoTox 96 Non-Radioactive Cytotoxicity kit (Promega G1780), according to the manufacturer’s instructions. Absorbance of medium was measured to serve as blank value and was subtracted from the sample values. Results are shown as percentage of 100 % dead cells after lysis with 0.8% Triton X-100 for 45 min. IL-1β quantification of cell-free supernatants was performed using ELISA, following the manufacturer’s instructions (Invitrogen 88701377). Measurements were performed at least in technical triplicates and absorbance was detected using a microplate reader.

### Reticulocyte counting

Reticulocytes were distinguished from red blood cells by 2 criteria:

1. Size: reticulocytes are larger than erythrocytes: 10–15 mm vs. 6–8 mm
2. Morphology: Reticulocytes have a scattered reticulum network in the cytoplasm which is visible as a blue granular precipitate.

All experiments were reproducible and were performed at least 3 times.

### Statistical analysis

GraphPad Prism v7.01 was used for statistical analysis. A sample size of at least n = 5 per group was determined by 80% power to reach a statistical significance of 0.05 to detect an effect size of at least 1.06. For statistical analysis an unpaired *t*-test (two-sided) was applied. All data were tested for normality applying the Kolmogorov–Smirnov test. If the data did not meet the criteria of normality, the Mann–Whitney *U* test was applied. Data are presented as mean and s.e.m. (error bars). Differences were considered significant when the *p*-value was <0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures and tables

Reporting Summary

## Data Availability

Microarray data are deposited in the database GEO repository under the access ID GSE131885. The source data underlying Figs. 1C–F, 1H, 2B, C, 2F, 2H, 3B, 3D, 3F, G, 4B, C, 4F, G, 5A–C, 5F, 5H, I, 6A–F, 6H, 6J, 7C–K, 8A, B, 8D, E, 8G, I, 9B, 9D, 9E–G, 9I–L and Supplementary Figs. S1A–C, S1G, S2B–C, S4B–E, S5F–I are provided as a Source Data file.

## Source data

Source data

# Supplementary material for: Oncogenic KrasG12D causes myeloproliferation via NLRP3 inflammasome activation
**Source:** Nat Commun. 2020 Apr 3;11:1659. doi: 10.1038/s41467-020-15497-1
**Supplement:** Supplementary file 1 — Supplementary Figures and tables

Oncogenic Kras^{G12D} causes myeloproliferation via NLRP3 inflammasome activation

Hamarshah et al.

Fig. S1

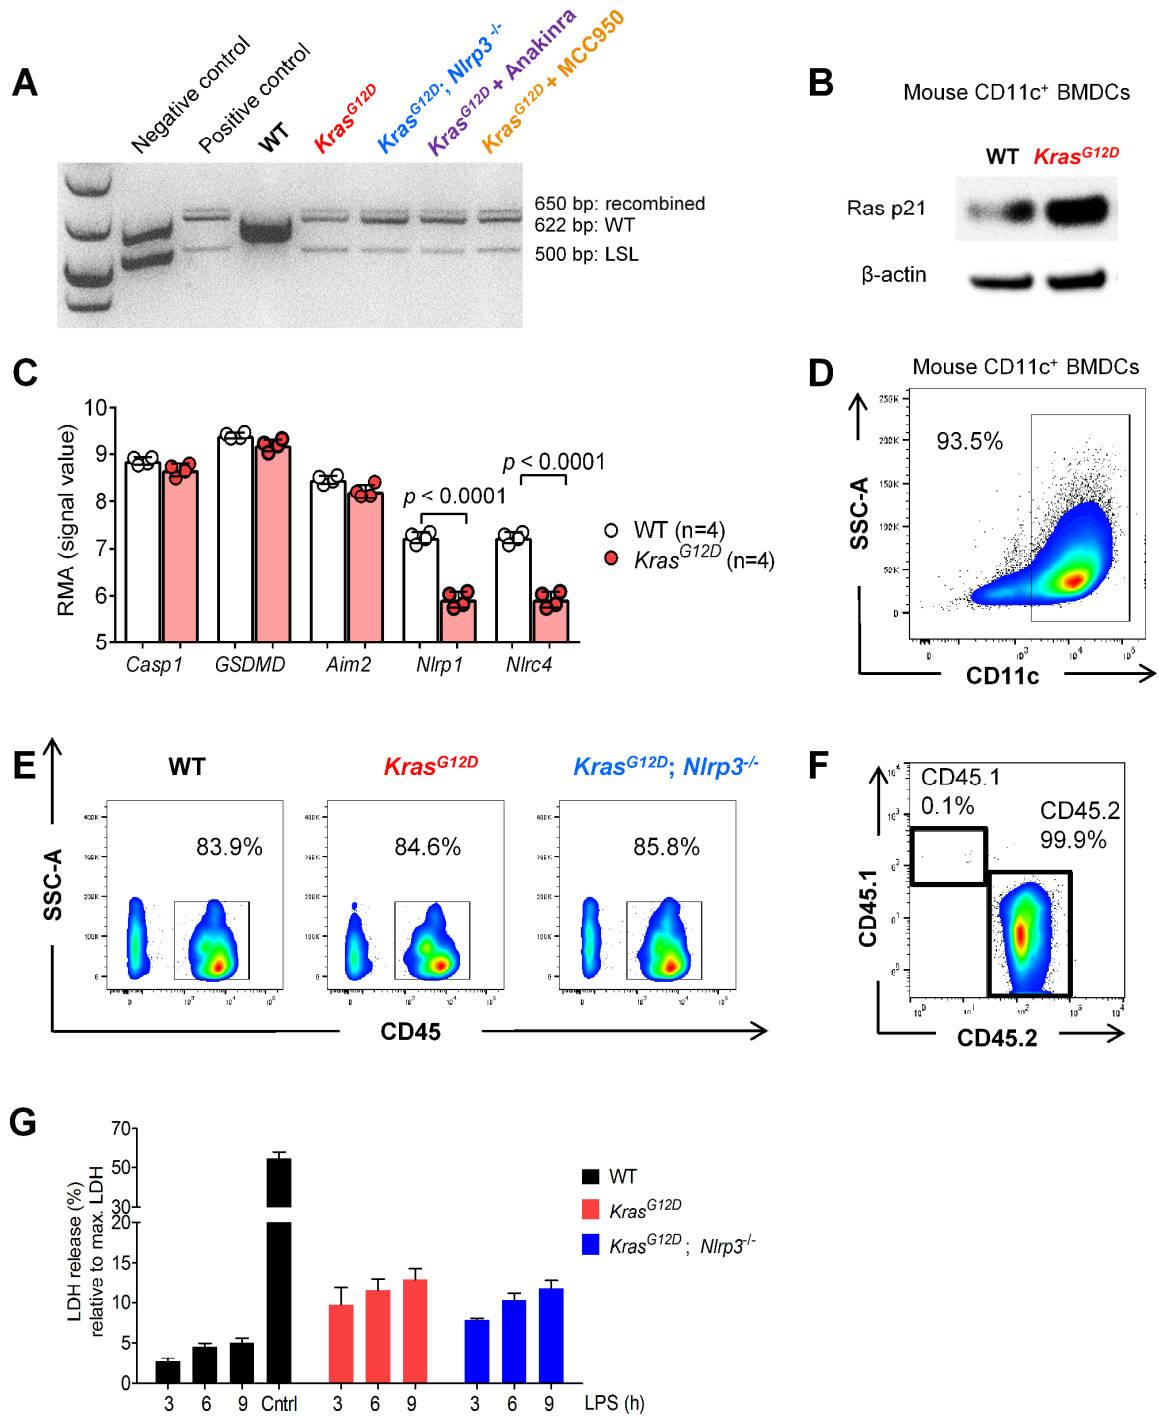

Supplementary Fig. S1 Proof of successful Cre- recombination and engraftment

(A) Proof of successful Cre- recombination in C57BL/6 recipient mice that have undergone transplantation of WT, *Kras^{G12D}*, *Kras^{G12D}* or *Nlrp3^{-/-}*, *Kras^{G12D}* BM and that were treated with tamoxifen. The image is representative for three independent experiments.

(B) Proof of the increased Ras expression in BMDCs derived from *Kras*^{G12D} mice compared to WT littermates, detected by western blot. The image is representative for four independent experiments.

(C) Expression of *Casp1*, *GSDMD*, *Aim2*, *Nlrp1* and *Nlrp4* in BMDCs isolated from WT (n=4) or *Kras*^{G12D} (n=4) mice following treatment by tamoxifen, as analyzed by microarray. 

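The panel plots log2 values from the 4 WT and 4 *Kras* G12D arrays. In the deposited values, *Casp1* was 8.85 ± 0.08 in WT and 8.67 ± 0.13 in *Kras* G12D BMDCs (mean ± SD, n = 4 each), *Gsdmd* was 9.39 ± 0.06 and 9.19 ± 0.12, and *Aim2* was 8.46 ± 0.09 and 8.21 ± 0.14. Mice carry several *Nlrp1* genes, and the *Nlrp1* values in the panel's source data differ from those of the *Nlrp1a* probe by at most 5.04e-06. The *Nlrc4* values in the source data are these same values of the *Nlrp1a* probe. That probe read 7.23 ± 0.12 in WT and 5.91 ± 0.16 in *Kras* G12D BMDCs, and the *Nlrp1b* probe 7.18 ± 0.24 and 6.59 ± 0.27. The legend names *Nlrp4* where the main text and the source data name *Nlrc4*, whose own probe read 7.49 ± 0.08 and 6.78 ± 0.04.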

Data are shown as mean ± SEM.

(D) Representative flow cytometry plot showing the gating strategy used for CD11c⁺ BMDCs generated from WT, *Kras*^{G12D} or *Kras*^{G12D}; *Nlrp3*^{-/-} BM mice.

(E) Representative flow cytometry plots showing the frequency of CD45⁺ cells in WT, *Kras*^{G12D} or *Kras*^{G12D}; *Nlrp3*^{-/-} BM mice, as quantified 4 weeks post-transplantation and prior to tamoxifen treatment.

(F) Representative flow cytometry plot showing the engraftment efficiency in chimera mice following transplantation of WT, *Kras*^{G12D} or *Kras*^{G12D} and *Nlrp3*^{-/-} BM (CD45.2) into lethally irradiated WT recipient mice (CD45.1).

(G) The graph displays the levels of LDH release in BMDCs generated from WT, *Kras*^{G12D} and *Kras*^{G12D}; *Nlrp3*^{-/-} BM mice, quantified from cell-free supernatants by colorimetric assay, following LPS-priming for the indicated times. The control sample (Cntrl) was LPS-primed for 4.5 hours in addition to Nigericin. Data points are shown as mean ± SD, and are representative of 3 biological replicates.

Fig. S2

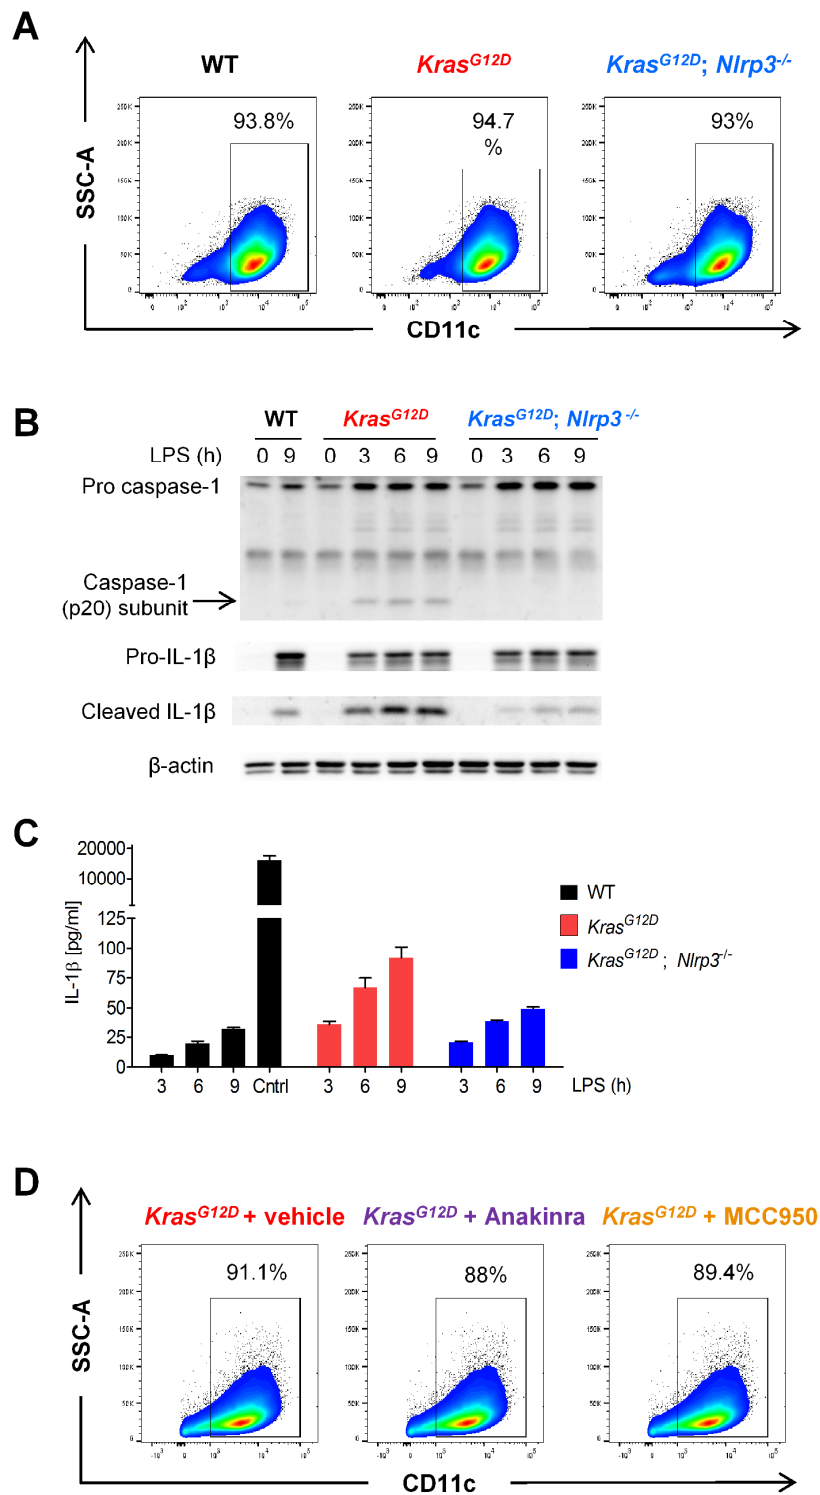

Supplementary Fig. S2 CD11c⁺ BMDCs, after isolation of BM from WT, *Kras^{G12D}* or *Kras^{G12D}; Nlrp3^{-/-}* BM mice

(A) Representative flow cytometry plots showing the normal generation of CD11c⁺ BMDCs, after isolation of BM from WT, *Kras*^{G12D} or *Kras*^{G12D}; *Nlrp3*^{-/-} recipient mice.

(B) Western blot shows the amount of caspase-1 (p20 subunit) and cleaved IL-1 β analysed in cell-free supernatants, and amount of pro-IL-1 β analysed in cell lysates of BMDCs generated from WT, *Kras*^{G12D} or *Kras*^{G12D}; *Nlrp3*^{-/-} BM mice, following LPS-priming for the indicated times. The blot is representative for three independent experiments.

(C) The graph displays the levels of IL-1 β in BMDCs generated from WT, *Kras*^{G12D} or *Kras*^{G12D}; *Nlrp3*^{-/-} BM mice, quantified from cell-free supernatants by ELISA, following LPS-priming for the indicated times. The control sample (Cntrl) was LPS-primed for 4.5 hours in addition to Nigericin. Data points are shown as mean $\pm$ SD, and are representative of 3 biological replicates.

(D) Representative flow cytometry plots showing the normal generation of CD11c⁺ BMDCs, after isolation of BM from *Kras*^{G12D} BM mice treated with vehicle, Anakinra or MCC950.

Fig. S3

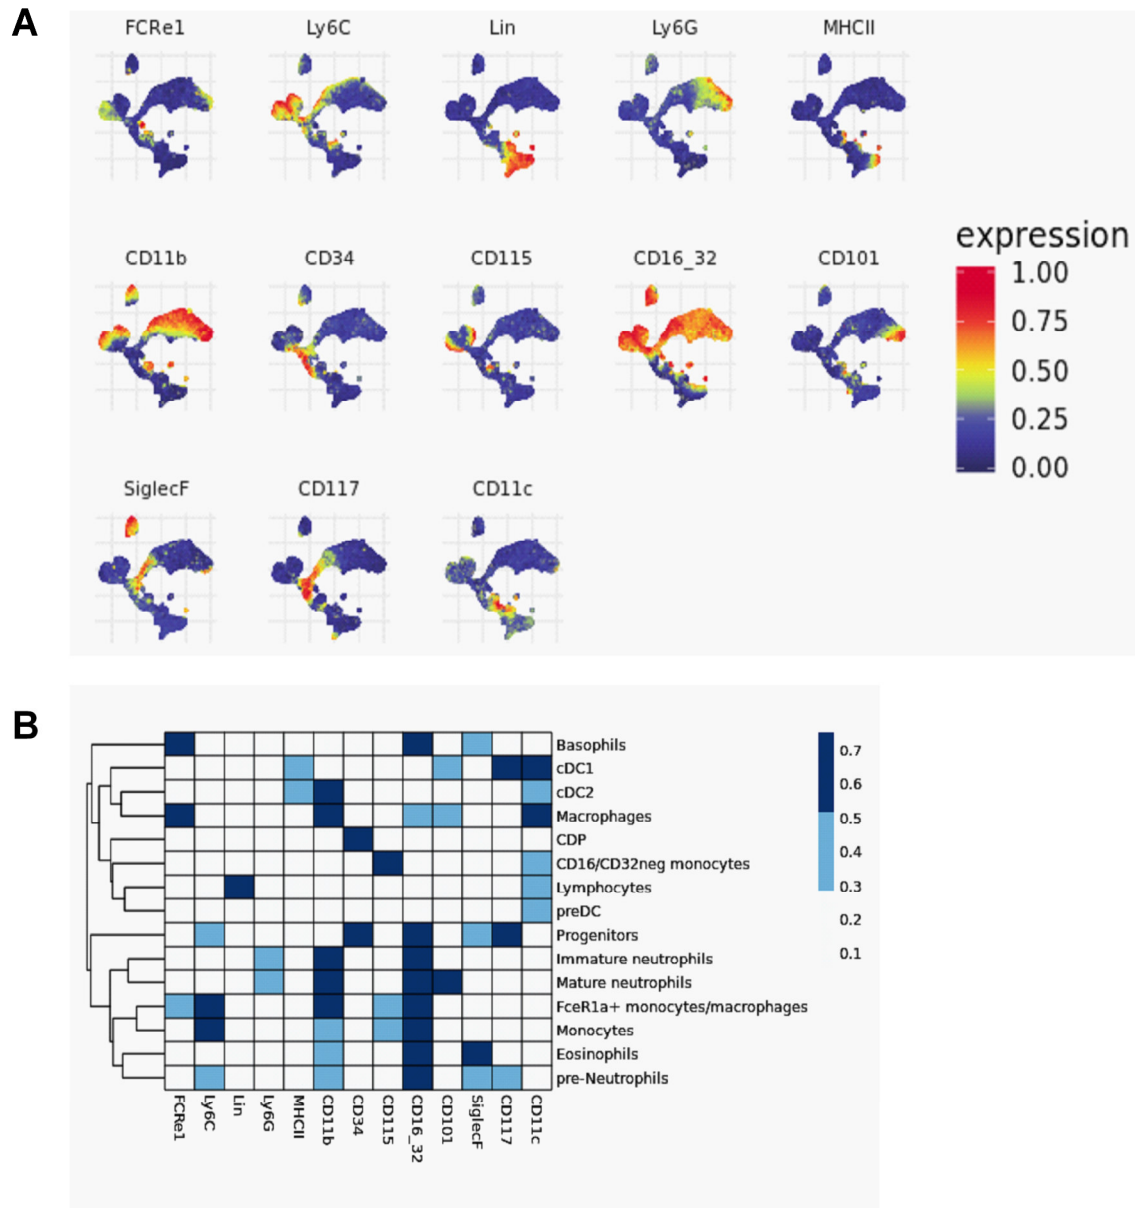

Supplementary Fig. S3 UMAP plot and heat map for each annotated population after FlowSOM-guided metaclustering.

(A) UMAP plot displaying expression of the indicated markers on stochastically selected BM CD45⁺ leukocytes (gated on live/single cells/CD45) from vehicle-treated *Kras*^{G12D} (n=4), Anakinra-treated *Kras*^{G12D} (n=5) or MCC950-treated *Kras*^{G12D} (n=5) BM mice. Lin = lymphocyte lineage cocktail containing anti-CD19, anti-CD3, anti CD49b and anti-TER119.

(B) The heat map shows the median marker expression (value range: 0-1) for each annotated population after FlowSOM-guided metaclustering.

Fig. S4

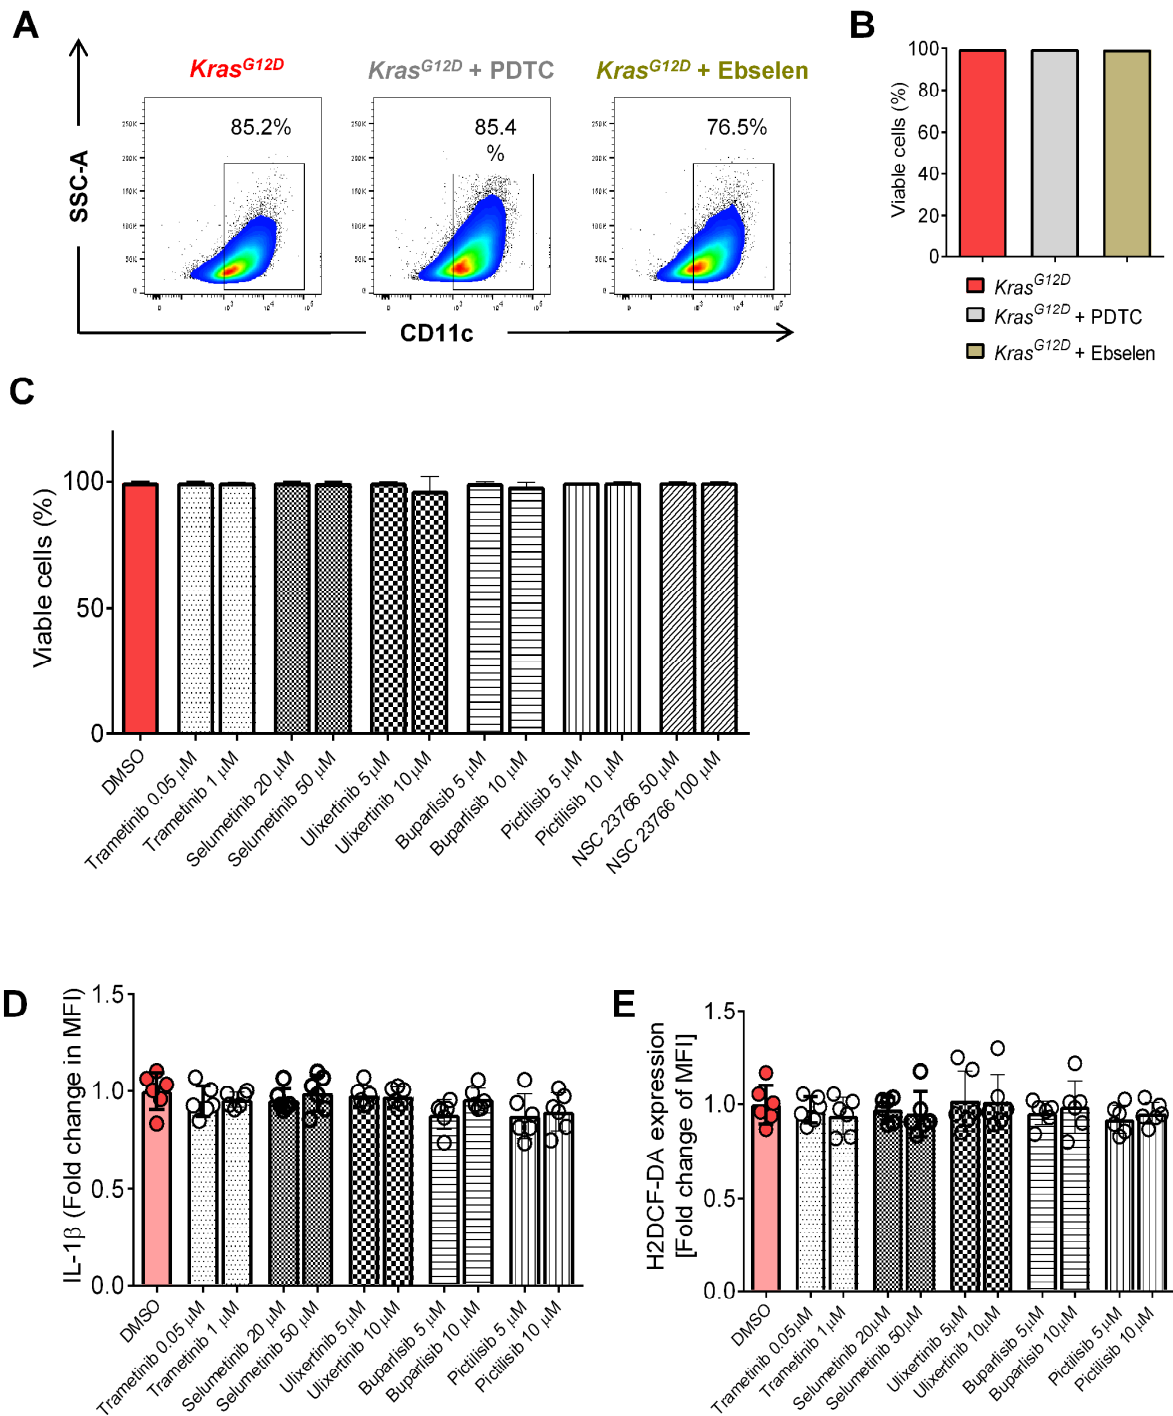

Supplementary Fig. S4 Treatment of *Kras*^{G12D} BMDCs with ROS inhibitors or MEK, ERK and PI3K inhibitors

(A) Representative flow cytometry plots showing the normal generation of CD11c⁺ BMDCs, after isolation of BM from *Kras*^{G12D} BM mice and treatment with DMSO or ROS inhibitors PDTC and Ebselen.

(B) The graph shows the percentage of viable cells in CD11c⁺ BMDCs generated from *Kras*^{G12D} BM mice, after treatment with ROS inhibitors PDTC and Ebselen.

(C) The graph shows the percentage of viable cells in CD11c⁺ BMDCs generated from *Kras*^{G12D} BM mice, after treatment with DMSO, 0.05 μM or 1 μM of MEK-specific inhibitor Trametinib, 20 or 50 μM of MEK-specific inhibitor Selumetinib, 5 or 10 μM of ERK-specific inhibitor Ulixertinib, 5 or 10 μM of PI3K-specific inhibitor Buparlisib, 5 or 10 μM of PI3K-specific inhibitor Pictilisib for 30 hours, 50 or 100 μM of RAC1 inhibitor NSC 23766 for 1 hour.

(D) The graph shows the fold change of IL-1β expression as measured by flow cytometry in CD11c⁺ BMDCs generated from *Kras*^{G12D} BM mice, after treatment with DMSO, 0.05 μM or 1 μM of MEK-specific inhibitor Trametinib, 20 or 50 μM of MEK-specific inhibitor Selumetinib, 5 or 10 μM of ERK-specific inhibitor Ulixertinib, 5 or 10 μM of PI3K-specific inhibitor Buparlisib, 5 or 10 μM of PI3K-specific inhibitor Pictilisib for 30 hours, and stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated *Kras*^{G12D} BMDCs.

(E) The graph shows the fold change of H2DCF-DA expression as measured by flow cytometry in CD11c⁺ BMDCs generated from *Kras*^{G12D} BM mice, after treatment with DMSO, 0.05 μM or 1 μM of MEK-specific inhibitor Trametinib, 20 or 50 μM of MEK-specific inhibitor Selumetinib, 5 or 10 μM of ERK-specific inhibitor Ulixertinib, 5 or 10 μM of PI3K-specific inhibitor Buparlisib, 5 or 10 μM of PI3K-specific inhibitor Pictilisib for 30 hours, and stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated *Kras*^{G12D} BMDCs.

All data are shown as mean ± SEM.

Fig. S5

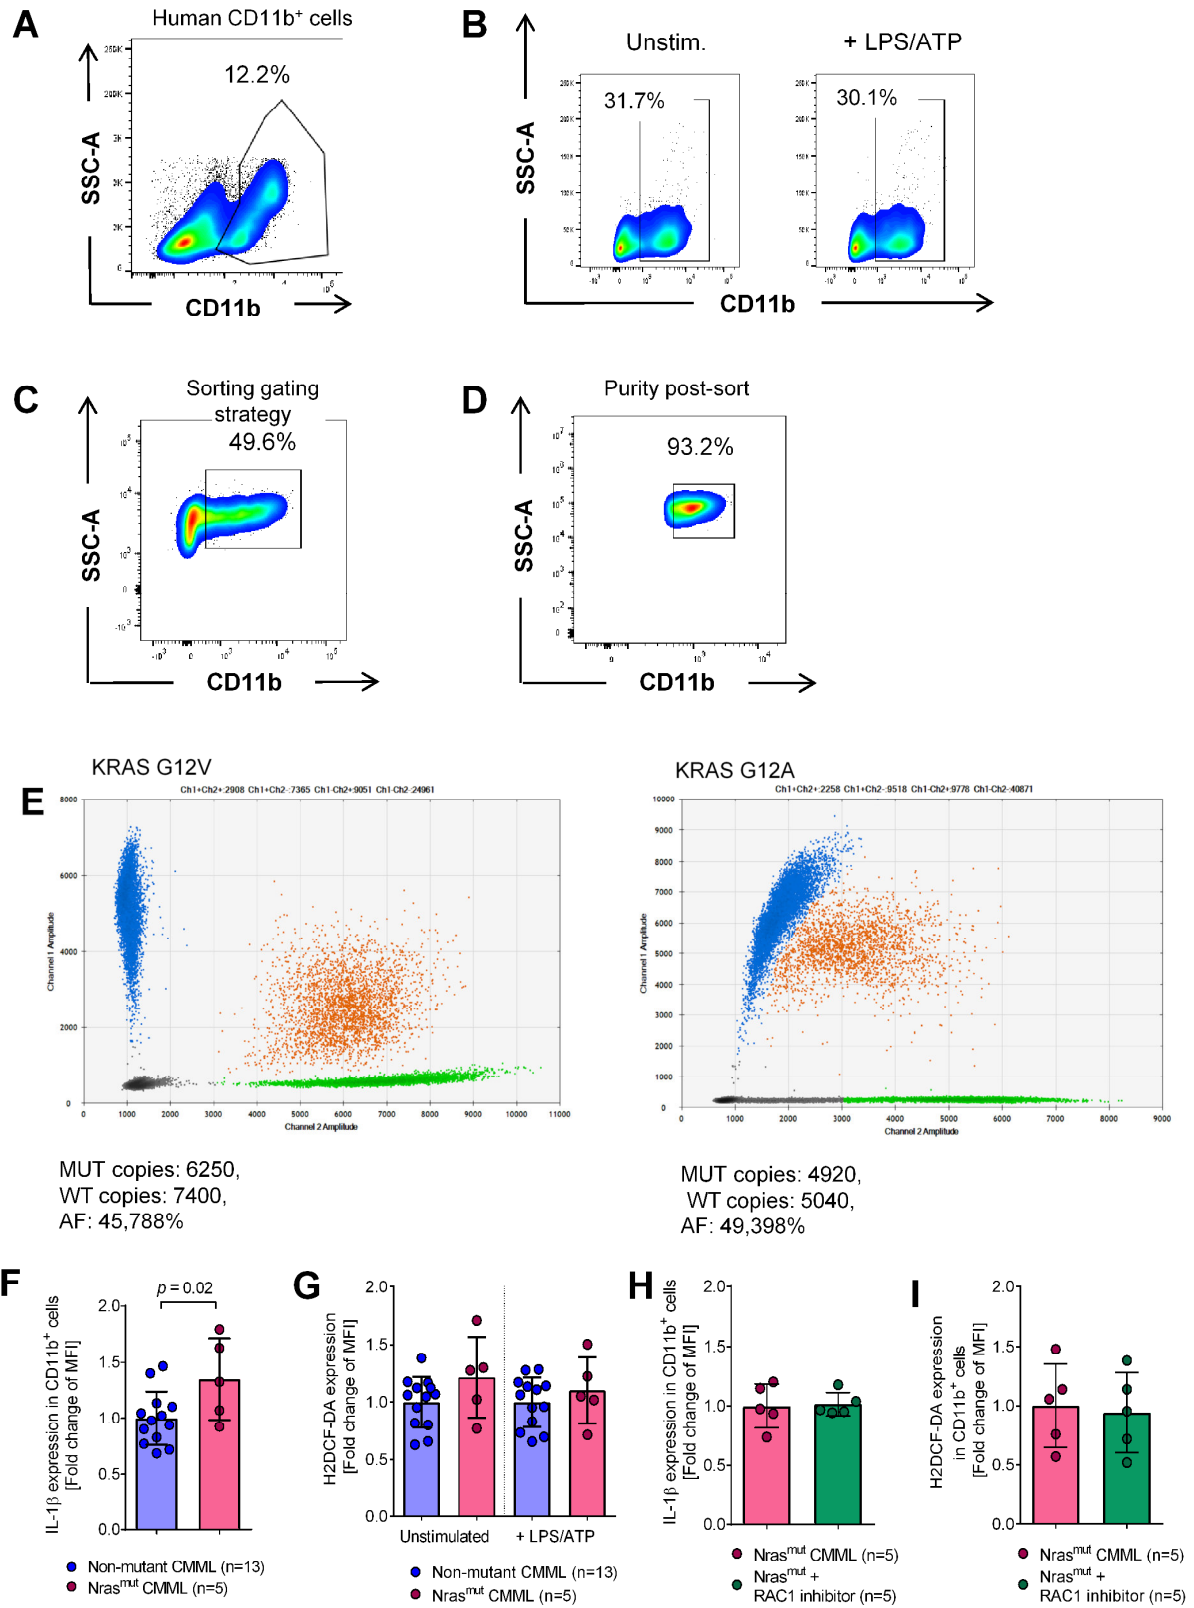

Supplementary Fig. S5 Analysis of PBMCs isolated from $Kras^{mut}$, $Nras^{mut}$ or non-mutant patients

(A) Representative flow cytometry plot showing the gating strategy used for $CD11b^+$ PBMCs isolated from $Kras^{mut}$ or non- $Kras^{mut}$ patients.

(B) Representative flow cytometry plots showing the gating strategy used for $CD11b^+$ PBMCs, and confirming no effect on the cells following stimulation with LPS and ATP.

(C) Representative flow cytometry plot showing the gating strategy and purity of sorted $CD11b^+$ cells from $Kras^{mut}$ patients PBMCs.

(D) Representative flow cytometry plot confirming the purity of sorted $CD11b^+$ cells from $Kras^{mut}$ patients PBMCs.

(E) Representative ddPCR results showing a two-dimensional (2D) scatter plot with the four clusters obtained with mutant and wild-type alleles. The number of events is very high which represents a very high copy number of mutant *Kras G12V* or *G12A* molecules, respectively in the specimen (blue: droplets contain only mutant template; orange: droplets contain both templates; black: droplets contain no template, green: droplets contain only wild-type template). The plot is representative of 3 independent experiments.

(F) The graph displays the fold change of IL-1 β expression as measured by flow cytometry in $CD11b^+$ cells of CMML patients with an *NRAS* mutation ($Nras^{mut}$) (n=5), or without an *NRAS* mutation (non-mutant) (n=13), after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to non-mutant.

(G) The graph displays the fold change of H2DCF-DA expression as measured by flow cytometry in $CD11b^+$ cells of $Nras^{mut}$ (n=5) and non-mutant (n=13) CMML patients, normalized to non-mutant in both stimulation conditions.

(H) The graph displays the fold change of IL-1 β expression as measured by flow cytometry in $CD11b^+$ cells of CMML patients with an *NRAS* mutation ($Nras^{mut}$) treated with DMSO (n=5) or 100 μ M of RAC1 inhibitor NSC 23766 (n=5), after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated $Nras^{mut}$.

(I) The graph displays the fold change of H2DCF-DA expression as measured by flow cytometry for in $CD11b^+$ cells of CMML patients with an *NRAS* mutation ($Nras^{mut}$) treated with DMSO (n=5) or 100 μ M of RAC1 inhibitor NSC 23766 (n=5), after stimulation with 200 ng/ml LPS and 5 mM ATP, normalized to DMSO-treated $Nras^{mut}$.

Supplementary Tables

Suppl. Table S1: Characteristics of JMML patients

Total number of patients	9
Variable	**<u>Median (Range)</u>**
Age	4 (0.5-7.6)
	**<u>% (absolute number)</u>**
Gender	
Female	33.3 (3)
Male	66.7 (6)
Diagnosis	
JMML	100 (9)
<i>KRAS</i> mutation	
Yes	100 (9)

Abbreviations: JMML = Juvenile Myelomonocytic Leukemia

Suppl. Table S2: Characteristics of AML patients

**Total number of patients**	33
**Variable**	**<u>Median (Range)</u>**
**Age**	61 (25-80)
	**<u>% (absolute number)</u>**
**Gender**	
Female	51.5 (17)
Male	48.5 (16)
**Diagnosis**	
AML	100 (33)
**<i>KRAS</i> mutation**	
Yes	33.3 (11)
No	66.7 (22)

Abbreviations: AML = Acute Myeloid Leukemia

Suppl. Table S3: Characteristics of CMML patients

**Total number of patients**	23
**Variable**	**<u>Median (Range)</u>**
**Age**	75 (55-89)
	**<u>% (absolute number)</u>**
**Gender**	
Female	39.1 (9)
Male	60.9 (14)
**Diagnosis**	
CMML	100 (23)
**<i>RAS</i> mutation**	
<i>KRAS</i>	21.7 (5)
<i>NRAS</i>	21.7 (5)
No <i>RAS</i> mutation	56.5 (13)

Abbreviations: CMML = Chronic myelomonocytic leukemia

Suppl. Table S4: Antibodies for flow cytometry

Antibody	Clone	Catalogue number	Flouorochrome	Vendor
Anti-mouse CD11b	M1/70	557397	PE	BD Bioscience
Anti-mouse CD11b	M1/70	564443	BUV 737	BD Bioscience
Anti-mouse/human CD11b	M1/70	101205	FITC	Biolegend
Anti-mouse/human CD11b	M1/70	101224	PB	Biolegend
Anti-mouse CD11c	N418	117306	FITC	Biolegend
Anti-mouse CD11c	N418	117322	PB	Biolegend
Anti-mouse CD11c	N418	35-0114-82	PE-Cy5.5	eBioscience
Anti-mouse CD45	30-F11	103108	FITC	Biolegend
Anti-mouse CD45	30-F11	103126	PB	Biolegend
Anti-mouse CD45	30-F11	565967	BUV 395	BD Bioscience
Anti-mouse CD45.1	A20	110706	FITC	Biolegend
Anti-mouse CD45.2	104	109820	PB	Biolegend
Anti-mouse CD45R/B220	RA3-6B2	103247	BV510	Biolegend
Anti-mouse CD45R/B220	RA3-6B2	103212	APC	Biolegend
Anti-mouse CD90.2	30-H12	105326	PE-Cy7	Biolegend
Anti-mouse CD90.2	30-H12	105307	PE	Biolegend
Anti-mouse CD34	SA376A4	152208	BV 421	Biolegend
Anti-mouse CD115	AFS98	135517	BV 605	Biolegend
Anti-mouse CD101	Moushi101	12-1011-82	PE	eBioscience
Anti-mouse CD117	2B8	105810	PE-Cy5	Biolegend
Anti-mouse CD19	eBio1D3	17-0193-82	APC	eBioscience
Anti-mouse CD3	17A2	100236	APC	Biolegend
Anti-mouse CD49b	DX5	108910	APC	Biolegend
Anti-mouse CD16/32	93	101337	BV 711	Biolegend
Anti-mouse Ly-6C	AL-21	560525	PerCP Cy5.5	BD Bioscience
Anti-mouse FceRIa	MAR-1	134329	AlexaFlour 488	Biolegend
Anti-mouse Ly6G	1A8	565707	BUV 563	BD Bioscience
Anti-mouse I-A/I-E<br>(MHC class II)	M5/114.15.2	750280	BUV 661	BD Bioscience
Anti-mouse TER119	Ter-119	17-5921-81	APC	eBioscience
Anti-mouse Siglec-F	E50-2440	562757	PE-CF594	BD Bioscience
Anti-mouse IL-1 β Pro-form	NJTEN3	12-7114-80	PE	eBioscience
Anti-human IL-1 β	CRM56	12-7018-41	PE	eBioscience

Abbreviations:

PB: Pacific blue

FITC: Fluorescein isothiocyanate

PE: Phycoerythrin

APC: Allophycocyanin

-Cy: -Cyanine

BV-: Brilliant Violet

PerCP-: Peridinin-chlorophyll-protein

BUV-: Brilliant Ultraviolet

# Supplementary material for: Oncogenic KrasG12D causes myeloproliferation via NLRP3 inflammasome activation
**Source:** Nat Commun. 2020 Apr 3;11:1659. doi: 10.1038/s41467-020-15497-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Not applicable.

Data analysis

All statistical analysis was performed using Graphpad Prism version 7.01. Flow cytometry data was analyzed using FlowJo software (FlowJo v10.4 or v10.6, LLC). V10.6). For Multiparameter high dimensional data. single CD45+ cells were exported and analyzed using the R environment 4.0. For dimensionality reduction the UMAP 42 package was used. The signals from western blots were quantified using ImageJ (NIH) software. For targeted Next Generation Sequencing (NGS), FASTQ-files were further analysed with the SeqNext software (JSI Medical Systems). Analysis of the digital droplet PCR (ddPCR) data was performed using the QuantaSoft analysis software (Version 1.0, Bio-Rad Laboratories GmbH).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray data are deposited in the database GEO repository under the access ID GSE131885.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For the sample size throughout vivo experiments a sample size of at least n=5 per group was used.
Data exclusions	No data were excluded from the analyses.
Replication	All the experimental findings were reliably reproduced.
Randomization	There was no randomization of mice or samples before analysis. Therefore, all samples or mice were included in our analysis.
Blinding	The experiments were performed in a non-blinded fashion except for the histological scoring. In order to obtain unbiased data, the histopathological scoring and analysis was performed by a pathologist blinded to the genotype or treatment groups. Only after finalization of the quantitative scores, the samples were allocated to their designated groups.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The fluorochrome-conjugated antibodies mAbs (Clone) used for flow cytometric analysis are: Anti-mouse CD11b (Clone: M1/70, Fluorochrome: PE, Catalogue #557397, Vendor: BD Bioscience). Anti-mouse CD11b (Clone: M1/70, Fluorochrome: BVU 737, Catalogue #564443, Vendor: BD Bioscience). Anti-mouse/human CD11b (Clone: M1/70, Fluorochrome: FITC, Catalogue #101205, Vendor: Biolegend). Anti-mouse/human CD11b (Clone: M1/70, Fluorochrome: PB, Catalogue #101224, Vendor: Biolegend). Anti-mouse CD11c (Clone: 30-F11, Fluorochrome: FITC, Catalogue #117306, Vendor: Biolegend). Anti-mouse CD11c (Clone: N418, Fluorochrome: PB, Catalogue #117322, Vendor: Biolegend). Anti-mouse CD11c (Clone: N418, Fluorochrome: PE-Cy5.5, Catalogue #35-0114-82, Vendor: eBioscience). Anti-mouse CD45 (Clone: N418, Fluorochrome: FITC, Catalogue #103108, Vendor: Biolegend). Anti-mouse CD45 (Clone: N418, Fluorochrome: PB, Catalogue #103126, Vendor: Biolegend). Anti-mouse CD45 (Clone: N418, Fluorochrome: BVU 395, Catalogue #565967, Vendor: BD Bioscience). Anti-mouse CD45.1 (Clone: A20, Fluorochrome: FITC, Catalogue #110706, Vendor: Biolegend). Anti-mouse CD45.2 (Clone: 104, Fluorochrome: PB, Catalogue #109820, Vendor: Biolegend). Anti-mouse CD45R/B220 (Clone: RA3-6B2, Fluorochrome: BV510, Catalogue #103247, Vendor: Biolegend). Anti-mouse CD45R/B220 (Clone: RA3-6B2, Fluorochrome: APC, Catalogue #103212, Vendor: Biolegend). Anti-mouse CD90.2 (Clone: 30-H12, Fluorochrome: PE-Cy7, Catalogue #105326, Vendor: Biolegend). Anti-mouse CD90.2 (Clone: 30-H12, Fluorochrome: PE, Catalogue #105307, Vendor: Biolegend). Anti-mouse CD34 (Clone: SA376A4, Fluorochrome: BV 421, Catalogue #152208, Vendor: Biolegend). Anti-mouse CD115 (Clone: AFS98, Fluorochrome: BV 605, Catalogue #152208, Vendor: Biolegend). Anti-mouse CD101 (Clone: Moushi101, Fluorochrome: PE, Catalogue #12-1011-82, Vendor: eBioscience). Anti-mouse CD117 (Clone: 2B8, Fluorochrome: PE-Cy5, Catalogue #105810, Vendor: Biolegend). Anti-mouse CD19 (Clone: eBio1D3, Fluorochrome: APC, Catalogue #17-0193-82, Vendor: eBioscience). Anti-mouse CD3 (Clone: 17A2, Fluorochrome: APC, Catalogue #100236, Vendor: Biolegend). Anti-mouse CD49b (Clone: DX5, Fluorochrome: APC, Catalogue #108910, Vendor: Biolegend). Anti-mouse CD16/32 (Clone: 93, Fluorochrome: BV 711, Catalogue #101337, Vendor: Biolegend). Anti-mouse Ly-6C (Clone: AL-21, Fluorochrome: PerCP Cy5.5, Catalogue #560525, Vendor: BD Bioscience). Anti-mouse FcεR1a (Clone: MAR-1, Fluorochrome: AlexaFluor 488, Catalogue #134329, Vendor: Biolegend). Anti-mouse Ly-6G (Clone: 1A8, Fluorochrome: BVU 563, Catalogue #565707, Vendor: BD Bioscience). Anti-mouse I-A/I-E (MHC class II) (Clone: M5/114.15.2, Fluorochrome: BVU 661, Catalogue #750280, Vendor: BD Bioscience). Anti-mouse TER119 (Clone: Ter-119, Fluorochrome: BVU 661, Catalogue #750280, Vendor: BD

Bioscience). Anti-mouse Siglec-F (Clone: E50-2440, Fluorochrome: PE-CF594, Catalogue #562757, Vendor: BD Bioscience). Anti-mouse IL-1 β Pro-form (Clone: NJTEN3, Fluorochrome: PE, Catalogue #12-7114-80, Vendor: eBioscience). Anti-human IL-1 β (Clone: CRM56, Fluorochrome: PE, Catalogue #12-7018-41, Vendor: eBioscience).

Antibodies used for western blot are: Caspase-1 (p20) (mouse; Adipogen #AG-20B-0042-C100), caspase-1 (p20) (human; Adipogen #AG-20B-0048-C100), cleaved-IL-1 β (Asp117) (Cell Signaling Technology #52718), IL-1 β (R&D Systems #AF-401), Ras (Abcam #52939), active Rac1 (NewEast Biosciences #26903). β -actin (Cell Signaling Technology #4970 or Santa Cruz Biotechnology #sc-47778) or Vinculin (Cell Signaling Technology #13901). Horseradish peroxidase (HRP)-linked anti-rabbit IgG or anti-mouse IgG were used as secondary antibodies (#7074 and #7076S Cell Signaling Technology).

These information are provided in the Supplementary methods.

Validation

To avoid antibodies off-target binding, minimise background and validate their specificity, antibodies were validated by titration. This was performed based on the recommended working concentration provided by the manufacturer. This validation was performed per experimental setup, conditions and cells type used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57BL/6 (H-2Kb, Thy-1.2) were purchased from Janvier Labs (France). Rosa26-Cre-ERT2 transgenic and LSL-KrasG12D knock-in mice were maintained on a C57BL/6N background and mated to generate Rosa26-Cre-ERT2; LSL-KrasG12D animals (local stock at the animal facility of University Medical Center Freiburg). Nlrp3 $^{-/-}$ mice were obtained from the local stock at the animal facility of University Medical Center Freiburg. Rosa26-Cre-ERT2; LSL-KrasG12D were bred to Nlrp3 $^{-/-}$ mice (both on C57BL/6 background) in the animal facility at the University of Freiburg, to generate the novel strain termed Rosa26-Cre-ERT2; LSL-KrasG12D; Nlrp3 $^{-/-}$. Rag2 $^{-/-}$ γ C $^{-/-}$ mice were obtained from the local stock at the animal facility of University Medical Center Freiburg. Mice were bred and housed under specific pathogen-free (SPF) conditions in the animal facilities of University Medical Center Freiburg (ZKF, Neurozentrum and IMMZ) and were used between 8 and 12 weeks of age at the time of the experiments. This information is provided in the Methods section.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All mouse experiments were approved by the Federal Ministry for Nature, Environment and Consumers' Protection of the state of Baden-Württemberg, Germany (Protocol numbers: G-17/049, G-17/093, G-18/19, X-14/07H, X-15/09H, X-15/10A, X-18/10C).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Human samples used in the study included patients with acute myeloid leukemia (AML), chronic myelomonocytic leukemia (CMML) or juvenile myelomonocytic leukemia (JMML), which either carry KRAS mutation, NRAS mutation or do not carry RAS mutations (non-mutant). JMML patients had a median age of 4 (range 0.5-7.6), 33.3% were females and 66.7% were males, all diagnosed with JMML and 100% carry a KRAS mutation. AML patients had a median age of 61 (range 25-80), 51.5% were females and 48.5% were males, all diagnosed with AML and 33.3% carry a KRAS mutation, while 66.7% are non-mutants. CMML patients had a median age of 75 (range 55-89), 39.1% were females and 60.9% were males, all diagnosed with CMML, 21.7% carry a KRAS mutation, 21.7% carry a NRAS mutation while 56.5% are non-mutants. This information is provided in the Supplementary Materials section.

Recruitment

Samples from JMML, CMML or AML patients of interest, who acquired written informed consent at University Medical Center Freiburg were only used.

Ethics oversight

Human sample collection and analysis were approved by the Institutional Ethics Review Board of the Medical center, University of Freiburg, Germany (protocol numbers 10024/13, 26/11, 509/16). Written informed consent was obtained from each patient. All analysis of human data was carried out in compliance with relevant ethical regulations

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Cells analysed by flow cytometry were either fresh mouse bone marrow (BM), spleen or blood cells; or mouse bone-marrow derived dendritic cells (BMDCs); or peripheral blood mononuclear cells (PBMCs) isolated from JMML, CMML or AML patients' blood samples. Based on experimental setup, cells were harvested according to the cell type, and counted using a haemocytometer. To examine cell viability and exclude dead cells, the LIVE/DEAD Fixable Dead Cell Stain kit (Molecular Probes) or the Zombie NIR Fixable Viability kit (Biolegend) were used. After 20 minutes incubation at 4°C, the cells were washed twice in FACS buffer and stained with the extracellular fluorochrome-conjugated antibodies in a final volume of either 50 or 100µL. After the staining, samples were washed twice to remove the unbound antibodies, and resuspended in a final volume of 200µL of FACS Buffer. For staining of intracellular antigens, the Cytofix/Cytoperm Fixation/Permeabilization (BD Biosciences) kit was used, according to the manufacturer's protocol. Briefly, cells were treated with Golgistop™, a protein transport inhibitor containing monensin (1µl in 1.5 ml culture medium) and incubated at 37°C for 6 hours. Surface antigens were stained as described above. The cells were then washed, resuspended in Cytofix/Cytoperm solution and incubated for 20 min at 4°C. Subsequent washes were performed in 1x Perm/Wash buffer. Cells were stained with the intracellular antibody for 20 min at 4°C and washed, followed by two washes with Perm/Wash buffer and finally resuspended in a final volume of 200µL of FACS Buffer.

Instrument

The majority of data were acquired on a BD LSR Fortessa flow cytometer (BD Bioscience). Multiparameter high dimensional data were acquired on a FACSSymphony (BD Bioscience).

Software

The majority of data were analyzed using FlowJo (Flowjo 10.4 or 10.6, LLC) software. Multiparameter high dimensional data was compensated in FlowJo (V10.6), then live, single CD45+ cells were exported and analyzed using the R environment. Data was processed for FlowSOM clustering as described. For dimensionality reduction the UMAP package was used.

Cell population abundance

The relevant cell population was sorted using BD FACSARIA III cell sorter. The gating strategy was determined using unstained controls, single stains and fluorescence minus one (FMO) controls. The sorted cells were further analyzed using flow cytometry for determination of purity. All the post-sort fractions were at least 90% pure. This information is provided in the Supplementary Figures.

Gating strategy

For all experiments, proper controls and compensation controls were considered. Cells were first gated using FSC-A/SSC-A, following FSC-A/FSC-H and SSC-A/SSC-H to exclude doublet cells. After, dead cells were excluded using gating on Amcyan (LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit, for 405 nm excitation). Subsequently, the desired parameters were gated. Unstained controls, single stains and fluorescence minus one (FMO) controls were used for appropriate gating on desired parameters and differentiation between positive and negative cells. The gating strategy of all relevant experiments is provided in the supplementary figures.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

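RNA from BMDCs of 4 tamoxifen-treated WT littermates and 4 tamoxifen-treated *Kras* G12D mice had been measured on 1-colour Affymetrix Clariom S Mouse arrays, 1 mouse per array and 8 arrays in all. Samples were assigned to WT or *Kras* G12D from their titles and genotype labels. The values are log2 expression, as deposited by the authors, already normalized between arrays and summarised to transcript clusters. The submitters' processing notes name oligo and RMA and the methods name Single-Channel Array Normalization with pd.clariom.s.mouse, without versions, and the axis of Supplementary Fig. S1C reads RMA. No further normalization or filter on dim probes was applied. Of 22203 probes, 64 of unmapped transcripts were left out, and 22139 were tested. The platform's table of probes gave 1 gene symbol for 19527 of these and none for 2612; a gene with several probes is given by the probe with the highest mean. The reference table of gene symbols follows the assembly GRCm38.p6 and was used for names and for which genes neighbour each other, and no coordinates are given because the array's build is not named.

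The difference between *Kras* G12D and WT was fitted in R 4.3.3 with lmFit and eBayes of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05 on the adjusted p. All 8 arrays entered the fit, with no covariate. Standard errors are those of limma, and every adjusted p of a single gene comes from this fit unless another test is named. The 29 gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 29 lists. The inflammatory response and inflammasome lists were written from knowledge of the Hallmark and Reactome sets and include the genes that Fig. 1a and 1b show. The paper's gene set tool GAGE was not run. Arrays were clustered with complete linkage on Euclidean distances of Z-scores per gene, and compared over the 35 splits of the arrays into 4 and 4. In a test on simulated data with the same groups, 200 of 22139 probes were changed and the noise was independent between probes. The fit recovered 46 of 100 probes changed by 0.5 and 88 of 100 changed by 1 on the log2 scale, with 7 false calls. Camera called 2 lists, 1 of them the changed one. The real data hold a far larger share of changed probes and correlated genes, so these rates do not carry over to them. These 29 lists, their main tests and the alternatives were set in advance, and 2 further lists were written after the largest changes had been seen. For 5 of the lists, the median was also set against 1000 random lists of probes of matched mean levels. Lower and higher markers were also counted on 9 lists of other cell types. Both of these tests were chosen after the results they explain had been seen.

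Genes named in the text are those of Fig. 1a, 1b, 7a and Supplementary Fig. S1C, whose Z-scores or values in the paper had been seen, the 12 largest rises and 12 largest falls past the threshold with no overlap between the groups, the 3 largest changes of each list (2 where none passed), and *Nlrp3*, *Pycard*, *Casp1*, *Il1b*, *Il18*, *Rac1*, *Rac2* and *Cybb* in any case. Predicted, RIKEN, microRNA, small nucleolar RNA and olfactory receptor genes were left out of the largest changes. Others are marked as named after their values were seen or are the single members behind a small count. The alternatives were quantile normalization, median centring, filters on dim probes, an intensity trend, robust estimation, the methods' t-test, array weights (statmod 1.5.0), all probes of the table, 1 averaged value per gene, a fit on the 6 arrays that share a number with and without that number in the model, the Y-linked transcripts as a covariate, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9.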

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

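The tests of a shift of whole arrays and of the markers of other cell types were chosen only after the results they explain were seen.

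In *Kras* G12D BMDCs, transcripts of conventional DC markers (median log2 fold change -0.57), MHC class II presentation (-0.82) and DC maturation (-0.74), which the paper does not discuss, were lower than in WT. Fewer DCs with more cells of all other listed types would raise the markers of those types. On 9 lists of other cell types, 56 markers had a signal above the median of all probes. Of these, 26 were lower and 8 higher by limma. This speaks only against a rise of all these types at once, since the arrays do not measure shares of cell types. By flow cytometry, the paper reports the CD11c+ purity of its BMDCs and shows representative plots of CD11c+ cells from both genotypes. It gives no shares for the cultures on the arrays. The B cell and the T and NK cell list have 1 such marker each, so that little can be said on these cells. With an estimated correlation, the camera call of MHC class II presentation was lost (adjusted p = 0.144). A shift of whole arrays would move other probes of the same levels alike. Among 1000 random lists of such probes for each list, the lowest median was -0.33 (conventional DC markers), -0.50 (MHC class II presentation) and -0.35 (DC maturation). Each list thus fell further than other probes of its levels. The values were already normalized between arrays, which by itself keeps random lists near 0, so this is no independent test of a shift. A change in the state of the DCs, which the *Kras* allele or the Cre-ER T2 transgene could bring, and cells of a type on none of the lists stay open and were not tested. More cells of a single listed type were not tested and stay open too. Some markers rose (*Retnlg* of neutrophils, *Ace* of monocytes), but more fell on both lists. Of 19 neutrophil markers, 10 were lower and 3 higher, and of 10 monocyte markers, 5 were lower and 2 higher.

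Cell cycle (-1.09) and cholesterol synthesis (-1.21) transcripts, which the paper does not discuss either, were lower in *Kras* G12D BMDCs. In other cultures, the paper found higher proliferation of *Kras* G12D than of WT BMDCs, by EdU and by cell counts. With an estimated correlation, the camera call of the cell cycle list was lost (adjusted p = 0.0935). The lowest median among 1000 random lists of probes of the same levels was -0.21 for the cell cycle and -0.33 for cholesterol synthesis. Both lists thus fell further than other probes of their levels. As the values were already normalized between arrays, this is again no independent test of a shift of whole arrays. No single array carries the falls, since at least 32 cell cycle genes and at least 16 cholesterol synthesis genes were lower when each array was left out. An effect of the *Kras* allele stays open as the biological explanation and is confounded with the Cre-ER T2 transgene.

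Large falls of genes on chromosome 6, such as *Klrb1b* and *Klrb1f*, raised the question of strain variants carried along with the *Kras* or the *Rosa26* allele, both on this chromosome. Of 131 genes next to *Kras*, 3.82% changed at least 2-fold, against 3.28% elsewhere and 6.87% at the 95th percentile of windows of that size, and of 200 genes next to *Rosa26*, 1.5% did. Neither share exceeds the 95th percentile of windows of its size, which bears only on the genes inside these windows. The *Klrb1* genes lie outside both windows, so a variant at these genes themselves stays open, and a biological explanation was not tested.

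The other lists that passed the camera threshold, some of which hold genes that the paper shows or discusses, had median log2 fold changes of 0.25 (ERK pathway output), 0.29 (interferon-stimulated genes), 0.19 (glycolysis), -0.21 (RAS and RAC GTPases and RAC exchange factors), -0.22 (macrophage markers), -0.39 (neutrophil markers), -0.49 (eosinophil markers) and -0.23 (antioxidant and NADPH supply). With an estimated correlation, all 8 calls were lost (adjusted p = 0.110, 0.188, 0.144, 0.126, 0.144, 0.301, 0.188 and 0.176, in this order).

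Of the 35 splits of the arrays, only the real 1 reached each of the counts below, the smallest share that 4 against 4 arrays allow. Every other split mixes the genotypes, so a difference at many probes widens its spread within groups. The low counts of the other splits therefore do not test any list by itself. The real split gave 5509 changed probes, 93 changed genes of the inflammatory response list, 13 of the inflammasome list and 4 of the NADPH oxidase list, and the highest of the other splits gave 0 each time. For the other gene lists past the camera threshold, the real split gave 13 and the highest other 9, so a split that mixes the genotypes can also call many lists.

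Among 312 groups of 4 arrays (156 named genes in 2 groups), 15 held an array far from the other 3, and chance alone puts about 1 in 20 groups there. In WT these were *Car2* in replicate 5 (10.30, the others 10.42 to 10.44), *Ch25h* in replicate 4 (7.06), *Dpp4* in replicate 3 (7.16), *Mcpt8* in replicate 1 (6.41), *Nlrp1b* in replicate 1 (6.82), *Nos2* in replicate 5 (5.95), *Rac2* in replicate 1 (11.33) and *Tmem176b* in replicate 5 (11.70). In *Kras* G12D they were *Bcl2* in replicate 4 (9.09), *Cd55* in replicate 3 (5.21), *Ch25h* in replicate 3 (10.43), *Il7r* in replicate 4 (10.60), *Itga2b* in replicate 3 (6.62), *Mthfd2* in replicate 3 (10.61) and *Tiam2* in replicate 3 (7.38).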

How the results depend on the processing

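Of 156 named genes, 141 passed the threshold, and 120 of these kept their call and sign under every alternative that gives them a value (dim probes drop out of the filters), or 125 when the 2 fits on 6 arrays are set aside; of the 15 others, 9 stayed below it throughout. Without 1 array in turn, 2185 to 2828 probes were higher and 2178 to 2802 lower, with 36 to 42 higher and 40 to 51 lower genes of the inflammatory response list, 6 to 7 and 6 to 7 of the inflammasome list, 1 and 2 to 3 of the NADPH oxidase list, and 3 higher and 9 to 11 lower among the other lists. Requiring a 2-fold difference left 267 higher and 437 lower probes by construction. With probes below the median out, 1 other list was higher; with an intensity trend, 5 genes of the NADPH oxidase list were lower and the inflammasome list changed direction in camera (adjusted p = 0.969, the highest of its alternatives, with 0.677 the lowest). With an estimated correlation, camera called 0 other lists higher and 3 lower (2 and 7 at an unadjusted p under 0.05). By fry, 19 other lists were lower, the NADPH oxidase list was lower (adjusted p = 0.00128) and the inflammatory response list changed direction (adjusted p = 0.290). The replicate numbers do not pair the arrays: deviations of same-numbered arrays correlated at 0.005, 0.043 and 0.006, and no array correlated best with its own number. With the replicate block on 6 arrays, 1668 probes were higher and 1709 lower, 32 genes of the inflammatory response list were lower, 4 of the inflammasome list were higher, and 0 of the NADPH oxidase list were higher and 1 lower; the same 6 arrays without the block gave 1931 higher and 1851 lower probes and 0 higher genes of the NADPH oxidase list. Below the threshold, the log2 fold change of *Adh4* turned to 0.014 in both fits on 6 arrays and ranged from -0.12 to 0.046 without 1 array in turn (the latter without WT replicate 5), and that of *Kdm5d* ranged from -0.049 (without KrasG12D replicate 4) to 0.26. Median centring gave 3102 higher and 2413 lower probes. Except where fewer arrays or a stricter rule account for a change, the cause was not tested. Robust estimation and the methods' t-test give no camera value. Probes near background, such as those of lymphoid and Y-linked transcripts, limit what can be measured for these lists, and the difference of a gene that is dim in 1 group is a lower bound where that level is background.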

Differences from the paper's values

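For *Nlrc4* in Supplementary Fig. S1C, the paper's source data give a log2 difference of -1.31 between *Kras* G12D and WT (SEM of the difference 0.10), and the deposited values of the *Nlrc4* probe give -0.71. Of the 21 alternatives set before the data were examined that give a value for this gene, 7 leave the value of this probe as it is, and the other 14 gave -0.74 to -0.68, each different from the paper's. The paper's 8 values for *Nlrc4* equal its 8 values for *Nlrp1*, and both are those of the *Nlrp1a* probe. The paper's source values for *Casp1*, *Gsdmd*, *Aim2* and *Nlrp1* differ from the deposited ones by at most 5.46e-06.

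The paper counts *Pycard* with *Nlrp3* among the genes of the NLRP3 inflammasome that were upregulated. The deposited values give *Pycard* a log2 fold change of 0.14 with an adjusted p of 0.218 from limma (unadjusted p = 0.0960), while *Nlrp3* rose by 1.19. No alternative brought the adjusted p of *Pycard* under the threshold, and *Pycard* passed the methods' t-test without adjustment. Of the 7 genes of Fig. 1b, 6 were higher by limma and 7 by the methods' t-test without adjustment.

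The paper states that genes for GO terms related to NADPH oxidase had increased expression. Of the 11 named genes of Fig. 7a, 6 were higher by limma and 5 did not pass, 2 of them with a value below 0 (*Adh4* and *Nos3*). On the list of NADPH oxidase subunits and regulators written before the data were examined, 1 of 17 genes was higher and 3 were lower. This list is not the GO term that the paper used.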

Other observations

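The hypotheses on amino acid response genes and lipid genes were formed after the largest changes had been seen, and their lists, written then, leave those genes out.

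Markers of other cells that the cultures could hold changed less evenly. Of 12 mast cell and basophil markers, 5 were lower, such as *Mcpt8* (-1.39) and *Cpa3* (-1.27), and 1 was higher (camera, adjusted p = 0.0544). Of 10 monocyte markers, 5 were lower, such as *Treml4* (-1.38) and the fractalkine receptor gene *Cx3cr1* (-1.05), and 2 were higher, with *Ace* at 2.05 (adjusted p = 0.239). Of 9 progenitor markers, 5 were lower, with *Kit* at -1.23 and *Cd34* at -1.13, and 3 were higher (adjusted p = 0.113). Among 8 plasmacytoid DC markers, 2 were lower, *Spib* (-0.81) and *Ccr9* (-0.66), and 1 was higher, *Cox6a2* (2.63; adjusted p = 0.185). Of 11 B cell markers, 1 was lower, *Blnk* (-1.28), which myeloid cells also express, and none was higher by limma (1 at an unadjusted p under 0.05, none by the methods' t-test; adjusted p = 0.547). Of 13 T and NK cell markers, 2 were lower, *Klrd1* (-1.25) and *Gzmb* (-0.34; its call was lost without WT replicate 5, at -0.31), and none was higher by limma (1 at an unadjusted p under 0.05, none by the methods' t-test; adjusted p = 0.979). Of 10 erythroid and megakaryocyte markers, 2 were lower, *Ppbp* (-0.99) and *Itga2b* (-0.60), and none was higher by any of these counts (adjusted p = 0.137). Of 12 genes of GM-CSF signalling and feedback, 4 were lower, with *Socs2* at -0.83 and *Jak2* at -0.78, and 3 were higher (adjusted p = 0.334). None of 3 Y-linked transcripts changed by limma, at an unadjusted p under 0.05 or by the methods' t-test (adjusted p = 0.874). Their signals lay near background, with *Kdm5d* at 3.24 in WT and 3.37 in *Kras* G12D arrays. They therefore say little on the sex of the mice, also where used as a covariate.

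The paper measured IL-1β protein and the proliferation of BMDCs in other cultures, which the arrays do not cover. It reports more cleaved IL-1β, more IL-1β after LPS and ATP, and higher proliferation in *Kras* G12D than in WT BMDCs. On the arrays, the *Il1b* transcript fell by 2.04 on the log2 scale and *Mki67*, named after its value was seen, by 1.07. The labels give no stimulation for these *Kras* G12D BMDCs. Without LPS, the paper saw no increase of IL-1β by flow cytometry, and cleaved IL-1β is a product of caspase-1. Neither is thus a like measure of the *Il1b* transcript in these cells. The fall of *Mki67* ran opposite to the paper's proliferation measures, which were made in other cultures. The reason for either fall was not tested.

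*Trib3*, *Asns*, *Ddit3* and *Atf5*, all among the rises and the last 2 named after their values were seen, are known targets of the amino acid response through ATF4, so a rise of this program as a group was a hypothesis. Of 37 other genes of the program, 32 were higher and 1, *Slc7a11*, was lower, with a median log2 fold change of 0.76 (camera, p = 4.4e-20; p = 9.5e-05 with an estimated correlation). *Phgdh* rose by 1.42, *Eif4ebp1* by 1.31, *Slc7a5* by 1.26 and, named after its value was seen, *Atf4* itself by 0.99. The test came out as the hypothesis predicts, and the *Kras* allele, the transgene or the amino acid supply in the cultures may stand behind it, which the arrays cannot separate.

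*Idi1*, *Cyp51*, *Fdps* and *Fads2* among the falls are known targets of the SREBP factors, so lipid genes under SREBP control outside cholesterol synthesis were expected to fall too. Of 17 such genes, 12 were lower and 1, *Mid1ip1*, was higher, with a median of -0.53 (camera, p = 3.1e-08; p = 0.0185 with an estimated correlation), among them *Stard4* (-1.85), *Fasn* (-1.60) and *Elovl6* (-1.24). A lower activity of SREBP factors in *Kras* G12D BMDCs may account for both sets, and *Ch25h*, whose product 25-hydroxycholesterol is known to restrain SREBP processing, rose by 3.27. No measurement here tests that link.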
